# RNA-binding proteins direct myogenic cell fate decisions

**DOI:** 10.7554/eLife.75844

**Published:** 2022-06-13

**Authors:** Joshua R Wheeler, Oscar N Whitney, Thomas O Vogler, Eric D Nguyen, Bradley Pawlikowski, Evan Lester, Alicia Cutler, Tiffany Elston, Nicole Dalla Betta, Kevin R Parker, Kathryn E Yost, Hannes Vogel, Thomas A Rando, Howard Y Chang, Aaron M Johnson, Roy Parker, Bradley B Olwin

**Keywords:** RNA-binding protein, skeletal muscle, regeneration, RNA splicing, splicing network, post-transcriptional regulation, Mouse

## Abstract

RNA-binding proteins (RBPs), essential for skeletal muscle regeneration, cause muscle degeneration and neuromuscular disease when mutated. Why mutations in these ubiquitously expressed RBPs orchestrate complex tissue regeneration and direct cell fate decisions in skeletal muscle remains poorly understood. Single-cell RNA-sequencing of regenerating *Mus musculus* skeletal muscle reveals that RBP expression, including the expression of many neuromuscular disease-associated RBPs, is temporally regulated in skeletal muscle stem cells and correlates with specific stages of myogenic differentiation. By combining machine learning with RBP engagement scoring, we discovered that the neuromuscular disease-associated RBP Hnrnpa2b1 is a differentiation-specifying regulator of myogenesis that controls myogenic cell fate transitions during terminal differentiation in mice. The timing of RBP expression specifies cell fate transitions by providing post-transcriptional regulation of messenger RNAs that coordinate stem cell fate decisions during tissue regeneration.

## Introduction

Skeletal muscle is among the longest-lived tissues in the human body, is essential for locomotion, respiration, and longevity, and thus requires constant maintenance (Sharples et al., 2015). Skeletal muscle is comprised of postmitotic myofibers that house resident muscle stem cells (MuSCs), which can repair skeletal muscle following damage (Lepper et al., 2011; Murphy et al., 2011; Sambasivan et al., 2011; Shi and Garry, 2006). MuSCs are typically quiescent, but (Feige et al., 2018) in response to muscle injury, MuSCs activate, proliferate, and then either self-renew or differentiate and fuse to repair myofibers (Baghdadi and Tajbakhsh, 2018; Sincennes et al., 2016).

Single-cell analyses of regenerating muscle demonstrate the rich cellular complexity governing myogenesis and make two key observations (De Micheli et al., 2020; Dell’Orso et al., 2019; Giordani et al., 2019). First, in response to damage, MuSCs exit quiescence and progress through a hierarchical, dynamic myogenic program and either commit to terminal differentiation or self-renew and reacquire a quiescent state. Second, as activated MuSCs progress through myogenesis, MuSCs experience dramatic global changes in gene expression (Barruet et al., 2020). This rapid change in gene expression requires MuSCs to regulate a vast amount of newly transcribed RNA encoding fate-specifying transcription factors and skeletal muscle contractile apparatus constituents, among other myogenic proteins.

RNA is regulated by an arsenal of abundant RNA-binding proteins (RBPs). Although much of the effort to understand the roles of RBPs in myogenesis has focused on specific RBPs associated with disease (Apponi et al., 2011), recent work has identified functions for RBPs not involved in neuromuscular diseases that include (1) maintenance of MuSCs quiescence (de Morrée et al., 2017), (2) MuSC activation and expansion (Cho and Doles, 2017; Farina et al., 2012), (3) myogenic differentiation (Hausburg et al., 2015; Vogler et al., 2018), and (4) MuSC-self-renewal (Chenette et al., 2016; Hausburg et al., 2015).

RBPs regulate RNA splicing, where RNA is targeted and bound by RBPs co-transcriptionally to ensure correct splicing of nascent RNA transcripts (Dassi, 2017; Hentze et al., 2018) where alternative RBP-mediated splicing yields a rich diversity of RNA isotypes critical for translating proteins that regulate myogenesis (Brinegar et al., 2017; Imbriano and Molinari, 2018; Nakka et al., 2018; Weskamp et al., 2020). The loss of specific RBPs and the resultant effects on splicing affect MuSC quiescence, MuSC activation, and differentiation; mutations in RBPs are associated with muscular dystrophies and age-related neuromuscular diseases (Calado et al., 2000; Hinkle et al., 2019; Xue et al., 2020; Yu et al., 2009). Amyotrophic lateral sclerosis, inclusion body myopathy, and muscular dystrophies are caused by RBP mutations, leading to progressive muscle degeneration (Lukong et al., 2008; Xue et al., 2020). In these disorders, disease-causing mutations frequently impair RBP splicing function (Cortese et al., 2014; Singh et al., 2018; Taylor et al., 2016). Restoring RBP splicing function prevents or delays the onset of these disorders, identifying splicing dysregulation as a key driver of pathology (Naryshkin et al., 2014; Scotti and Swanson, 2016; Wirth et al., 2020).

Even though RBPs are essential for skeletal muscle regeneration and are frequently mutated in neuromuscular disease, little is known regarding the mechanisms regulating the timing of RBP function during myogenesis or the mechanisms by which RBPs influence myogenic cell fate decisions. Using single-cell RNA-sequencing, we examined temporal RBP expression of several neuromuscular disease-associated RBPs in MuSCs during myogenic differentiation to clarify the timing of RPB expression during muscle regeneration and identify networks of RBPs involved in myogenic cell fate transitions.

## Results

### Myogenic cell fate transitions revealed by single-cell RNA-sequencing

Skeletal muscle has a remarkable ability to repair following injury mediated by MuSCs, which activate, proliferate, and differentiate to produce the majority of myonuclei by 4 days post injury (dpi) (De Micheli et al., 2020; Cuter et al., 2019). During this time, MuSCs self-renew to replenish the quiescent MuSC stem cell population as demonstrated by DNA-lineage-tracing experiments (De Micheli et al., 2020; Cuter et al., 2019). MuSCs undergo dramatic transcriptional changes during myogenesis, of which the resultant RNA is regulated by RBPs. Yet, the timing and function of RBPs during myogenesis remain understudied. Here, we sought to define RBP function in individual cells during MuSC activation, proliferation, differentiation, and self-renewal.

We performed single-cell RNA-sequencing on regenerating skeletal muscle at 4 dpi and 7 dpi following an injury by BaCl_2_ injection into adult mouse tibialis anterior (TA) muscles (Caldwell et al., 1990). We observed infiltration of immune cells, dynamic cycling of individual fibro/adipogenic progenitors (FAPs), and a robust myogenic progenitor population in the sequencing datasets (Figure 1A, Figure 1—figure supplement 1A and B). Sequencing dataset analyses show strong reproducibility amongst biological replicates (Figure 1—figure supplement 1A and B) defining the cellular composition of regenerating skeletal muscle. The cellular constituents we identified overlap with recently published muscle single-cell RNA-sequencing datasets (Barruet et al., 2020; De Micheli et al., 2020; Dell’Orso et al., 2019). Thus, acutely injured muscle undergoes similar cellular regeneration irrespective of the inciting injury.

**Figure 1.**
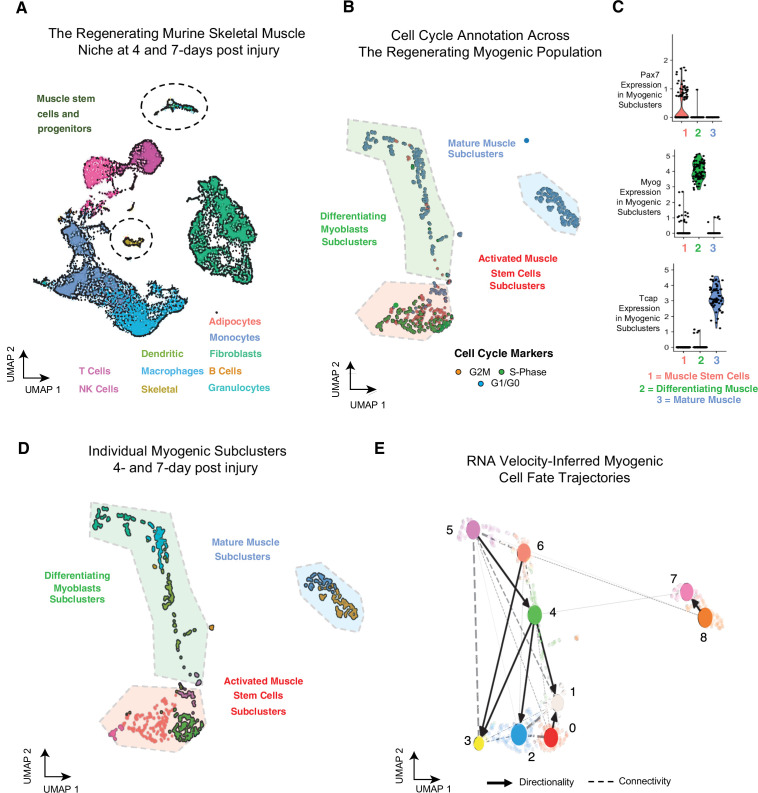
Single-cell analysis reveals myogenic cell fate transitions in regenerating skeletal muscle. (**A**) Single-cell atlas of regenerating skeletal muscle at 4 and 7 days post injury (dpi). (**B**) Cell cycle scoring in regenerating myogenic subclusters. (**C**) Violin plots showing expression of myogenic markers of regeneration per myogenic clusters. (**D**) Myogenic subclusters comprising the regenerating myogenic cellular population. (**E**) RNA velocity-inferred myogenic cell fate trajectories. See also Figure 1—figure supplement 1.

**Figure 1—figure supplement 1.**
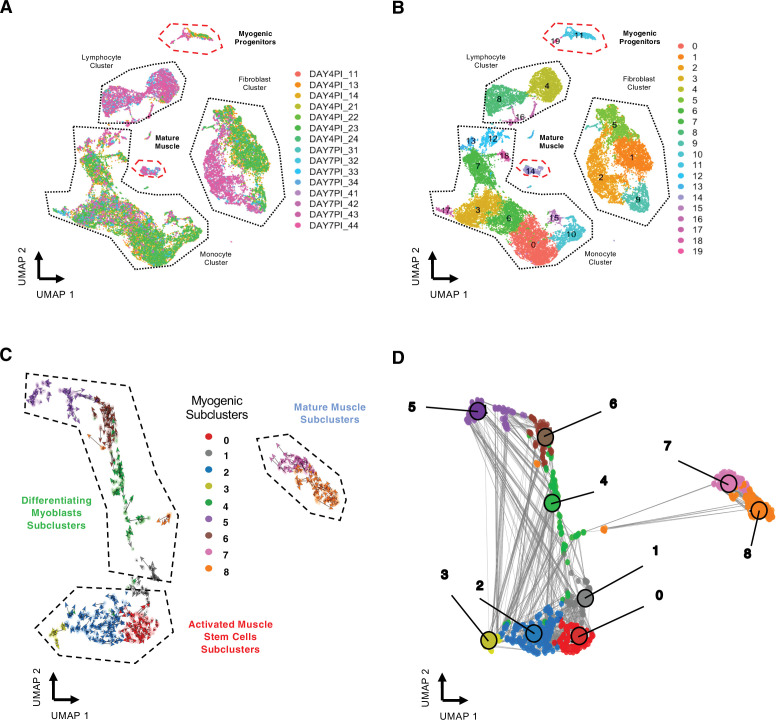
Related to Figure 1. (**A**) Uniform manifold approximation and projection (UMAP) of regenerating skeletal muscle at 4 and 7 days post injury (dpi) with colored individual sequencing libraries (**B**) and by individual cellular clusters. (**C**) RNA velocity of myogenic subclusters. (**D**) Velocity-inferred cell–cell connectivity between myogenic subclusters.

Gene expression and cell cycle scoring analysis of the myogenic cells reveals three dominant myogenic clusters: (i) a proliferative *Pax7*-positive MuSC population, (ii) a differentiating *Myogenin* (Myog)-positive population exiting cell cycle, and (iii) a postmitotic, terminally differentiating muscle population expressing sarcomeric mRNAs (Figure 1B and C, Figure 1—figure supplement 1C). These dominant myogenic populations are further subclassified into nine subclusters that define the regenerating myogenic population (Figure 1D) and may represent cells at various points along a more continuous differentiation trajectory or may reflect specific cell state transition points during myogenesis.

We next identified temporal dynamics between each of the nine myogenic subclusters using RNA velocity (Bergen et al., 2020), which infers cellular dynamics for a single cell by comparing the ratio of unspliced, pre-mRNA to mature mRNA (La Manno et al., 2018). RNA velocity shows myogenic differentiation directionality within specific subclusters (Figure 1—figure supplement 1C), resolving myogenic differentiation trajectories using processed and unprocessed RNA (Figure 1—figure supplement 1C). To infer connectivity and directionality between the nine subclusters, we employed partition-based graph abstraction (PAGA), which estimates connectivity among different subclusters while preserving global data topology, providing a more granular analysis than traditional pseudotemporal analyses (Wolf et al., 2019). PAGA identified a directed connectivity between the myogenic subclusters 0–6 (Figure 1E, Figure 1—figure supplement 1D) where we see robust connections between MuSC clusters and differentiating clusters. These connections highlight the inherent complexity of MuSC cell fate decisions (Figure 1—figure supplement 1D). Very few connections lead to mature muscle, suggesting that progenitor MuSC fate decisions are plastic. By contrast, the commitment to terminal differentiation may follow a single universal pathway. Together, these data reveal a trajectory map of in vivo myogenesis during muscle regeneration.

### RNA-binding protein expression is temporally defined during myogenesis

The mechanisms of myogenic cell fate change are likely multifactorial and include post-transcriptional regulation of mRNAs. Post-transcriptional regulation permits rapid and dynamic cell fate changes in myogenic cells that is critical for cell fate transitions (Hausburg et al., 2015), but is poorly understood during myogenesis at a cellular resolution (Apponi et al., 2011; Hinkle et al., 2019; Weskamp et al., 2020). Since a number of RBP transcripts increase during muscle regeneration, examining the timing and magnitude of expression for RBPs in individual MuSCs may reveal an unexplored role for RBPs in mediating myogenic cell fate transitions (Weskamp et al., 2020). We hypothesize that RBP expression timing influences myogenic cell fates by post-transcriptionally regulating RNA. We defined RBP expression in MuSCs, focusing on myogenic subclusters 0–6. The MuSCs in these subclusters undergoing cell fate changes to either self-renew, continue to proliferate, or terminally differentiate. Thus, examining RNA regulation in these cells may reveal roles for RBPs in directing cell fate decisions.

We first examined which RBPs are expressed in MuSCs in subclusters 0–6 (Castello et al., 2012; Perez-Perri et al., 2018) and subsequently performed hierarchical clustering for the expressed RBP transcripts in each subcluster (Figure 2A). These results identify networks of RBPs that are either upregulated or downregulated in specific subclusters. Thus, as the transcriptional state of MuSCs changes so too does the expression of RBP networks.

**Figure 2.**
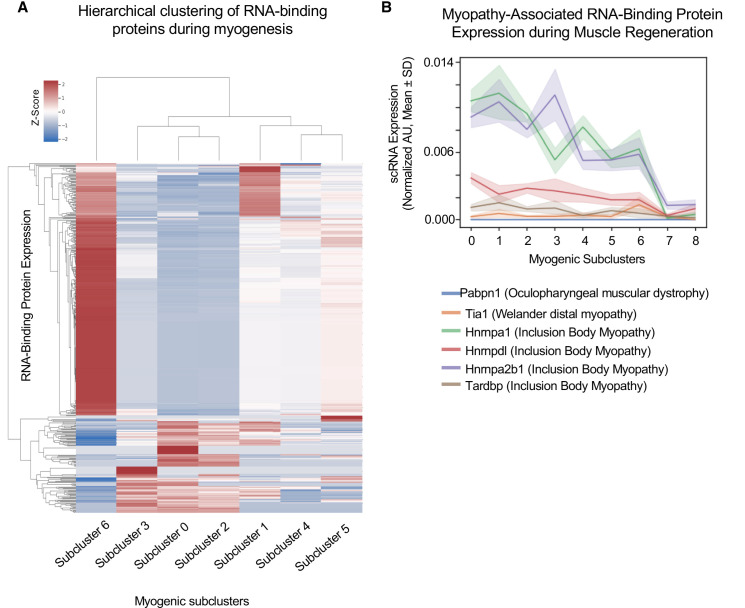
Cluster-specific RNA-binding protein expression is temporally defined during myogenesis. (**A**) Hierarchical clustering of RNA-binding protein expression in myogenic subclusters 1–6 during myogenesis. (**B**) Line plot of select myopathy-associated RNA-binding protein expression in subclusters 0–8 during myogenesis.

We hypothesized that RBP expression timing relates to the times in which those RBPs are functioning. Thus, dysfunction of RBPs at specific cell states may disrupt cell fate decisions and explain broadly why mutations or dysfunction in many RBPs cause neuromuscular diseases. For example, *Tardbp* (TDP-43) dysfunction impairs myogenic proliferation, whereas loss of *Hnrnpa1* disrupts terminal myogenic differentiation (Liu et al., 2017; Vogler et al., 2018). Focusing on these disease-associated RBPS, we found that *Tardbp* expression is highest in subcluster 1, and in contrast, *Hnrnpa2b1* expression is highest in subcluster 3, while *Tia1* expression is highest in subcluster 6 (Figure 2B). Thus, distinct disease-associated RBP expression profiles peak in different subclusters, corresponding to different time points during myogenesis and distinct cell fate decisions.

Two of the most highly expressed RBPs are *Hnrnpa1* and *Hnrnpa2b1* (Figure 2B), and when disrupted cause inclusion body myopathy (Kim et al., 2013). *Hnrnpa1* and *Hnrnpa2b1* expression is highest in select proliferating and differentiating subclusters. While *Hnrnpa1* function is essential for muscle differentiation, *Hnrnpa2b1* function in muscle is unknown (Li et al., 2020). Thus, we focused on *Hnrnpa2b1* as a model RBP for understanding cell state-specific RBP function. Defining the role for *Hnrnpa2b1* in specific cell states may provide insight into how disruption of this RBP causes inclusion body myopathy.

### *Hnrnpa2b1* expression dynamics in regenerating skeletal muscle

*Hnrnpa2b1* regulates RNA splicing, stability, and transport (Alarcón et al., 2015; Geissler et al., 2016; Percipalle et al., 2002) and, in stem cells, *Hnrnpa2b1* regulates differentiation (Wang et al., 2018) and proliferation (He and Smith, 2009). Thus, we hypothesized that *Hnrnpa2b1* may function as a myogenic RNA regulator during differentiation.

We examined the levels of Hnrnpa2b1 protein in regenerating muscle in vivo where in uninjured muscle, Hnrnpa2b1 is present in a subset of Pax7-postitive MuSCs and in some peripherally located myonuclei in mature skeletal muscle fibers (Figure 3A and B, Figure 3—figure supplement 1A). By 5 dpi, Hnrnpa2b1 protein levels increase and Hnrnpa2b1 is present in the majority of Pax7-postitive MuSCs and centrally located myonuclei of immature regenerating myofibers (Figure 3A–C, Figure 3—figure supplement 1A and B). Hnrnpa2b1 levels peak at 10 dpi in both Pax7-positive MuSCs and regenerating myofibers and then Hnrnpa2b1 levels decline as myofibers fully regenerate by 28 dpi (Figure 3A–C, Figure 3—figure supplement 1A,C and D). Therefore, the changes in Hnrnpa2b1 protein levels correlate well with expression dynamics detected by single-cell sequencing in regenerating muscle.

**Figure 3.**
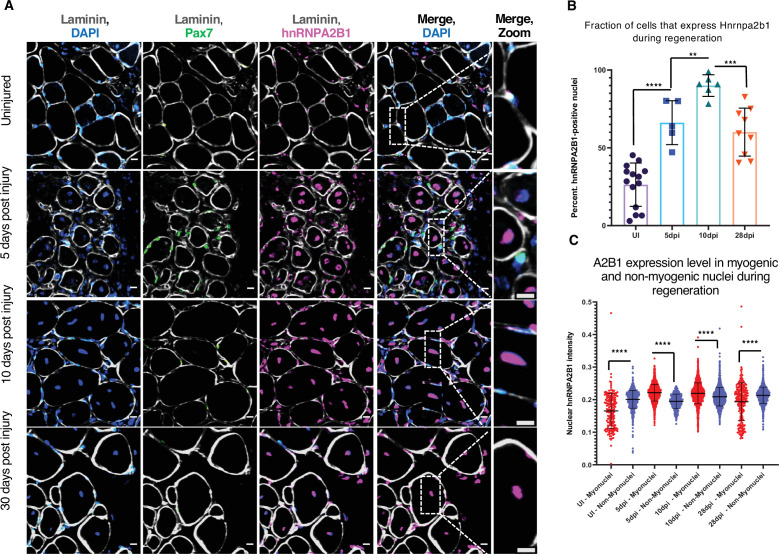
*Hnrnpa2b1* is upregulated in myogenic nuclei during skeletal muscle regeneration. (**A**) *Hnrnpa2b1* immunoreactivity in uninjured (UI), 5, 10, and 30 days post injury (dpi) regenerating mouse muscle. All images represent n = 3 biological replicates; scale = 20 µM. (**B**) Nuclear *Hnrnpa2b1* immunoreactivity in UI, 5, 10, and 28 dpi regenerating muscle. (**C**) Nuclear *Hnrnpa2b1* immunoreactivity intensity in either myonuclei or non-myonuclei in UI, 5, 10, and 28 dpi regenerating muscle. See also Figure 3—figure supplement 1.

**Figure 3—figure supplement 1.**
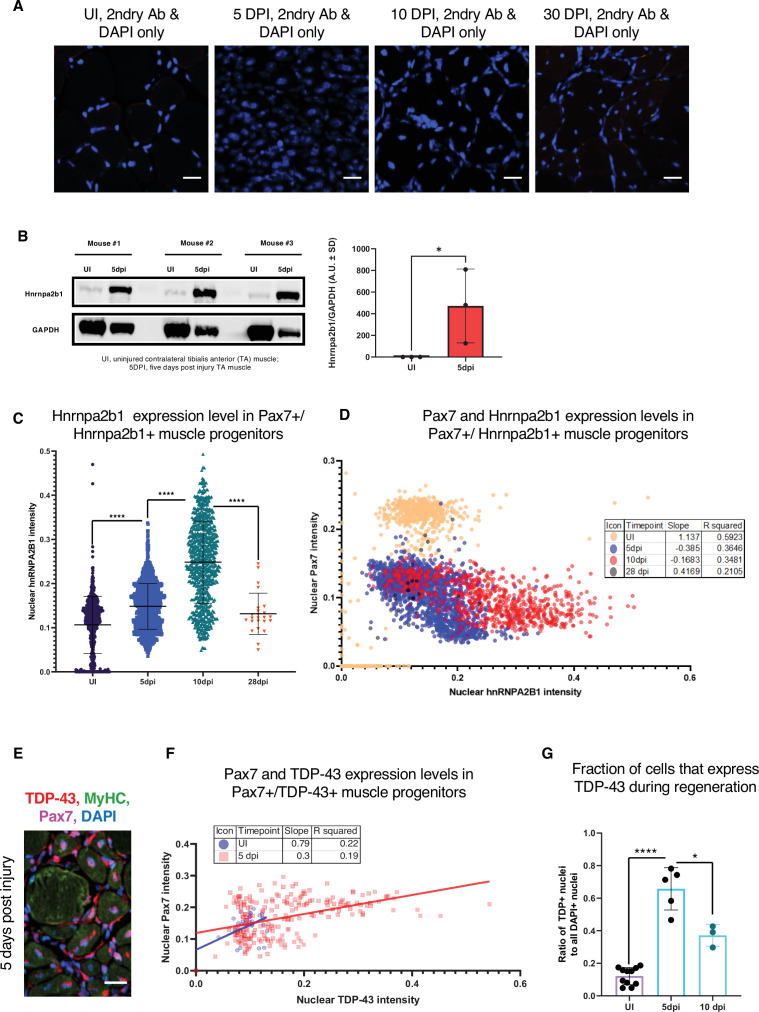
Related to Figure 3. (**A**) Secondary-only immunoreactivity controls of muscle sections for all time points assessed by immunofluorescence (IF) in Figure 1A. (**B**) Quantified Western blot analysis of *Hnrnpa2b1* protein expression from whole uninjured (UI) and 5 days post injury (dpi) regenerating muscle (one-tailed Student’s *t*-test). (**C**) *Hnrnpa2b1* nuclear intensity in *Pax7*-positive myonuclei in UI, 5, 10, and 28 dpi regenerating muscle. (**D**) Scatter plot and R^2^ values for expression changes in myonuclear *Pax7* and *Hnrnpa2b1* in UI, 5, 10, and 28 dpi regenerating muscle. (**E**) Immunoreactivity in 5 dpi regenerating muscle for *Tardbp*, myosin heavy chain (*Myhc*), and *Pax7.* (**F**) Scatter plot and R^2^ values for *Tardbp* expression changes in Pax7 myonuclei in UI and 5 dpi. (**G**) *Tardbp* nuclear protein in UI, 5 dpi , and 10 dpi regenerating muscle. All images represent n = 3 biological replicates; scale = 20 µM. All quantified data represent mean ± SD, two-tailed Student’s *t*-test p-value: *<0.05, **<0.01, ***<0.001, ****<0.0001 unless otherwise stated. Figure 3—figure supplement 1—source data 1.Related to Figure 3B.Raw and annotated Western blot image of *Hnrnpa2b1* and *Gapdh* protein expression from whole uninjured (UI) and 5 days post injury mouse tibialis anterior muscle.

These results show that Hnrnpa2b1 expression increases in both Pax7-positive MuSCs and regenerating myofibers early during regeneration . By contrast, *Tardbp* expression peaks at 5 dpi, near the peak of muscle progenitor proliferation (Figure 3—figure supplement 1E–G). As *Tardbp* is critical for early muscle regeneration, *Hnrnpa2b1* may play a similarly critical role later during muscle regeneration.

### *Hnrnpa2b1* is required for myoblast differentiation

To better understand the role of *Hnrnpa2b1* during myogenesis, we examined the protein levels of Hnrnpa2b1 in both proliferating and differentiating myoblasts. Hnrnpa2b1 immunoreactivity increases during myoblast differentiation, peaking by 3 days of differentiation, and declines as differentiating myoblasts and myotubes mature (Figure 4A and B). The levels of transcript mirror Hnrnpa2b1 expression in vivo and suggest a role for *Hnrnpa2b1* in regulating differentiation, and thus, we predict that a functional requirement for *Hnrnpa2b1* is highest during differentiation. To test this hypothesis, we knocked out *Hnrnpa2b1* in myoblasts using CRISPR/Cas9 and assessed the consequences of *Hnrnpa2b1* loss on myoblast proliferation and differentiation (Figure 4C, Figure 4—figure supplement 1A and B). *Hnrnpa2b1* wild type (WT) and knockout (KO) cells show no significant differences in proliferation when labeled with a timed pulse of the thymidine analog 5-ethynyl-2′-deoxyuridine (EdU; Figure 4D and E). The *Hnrnpa2b1* WT and KO populations exhibit no differences in nuclear morphology (Figure 4—figure supplement 1E and F).

**Figure 4.**
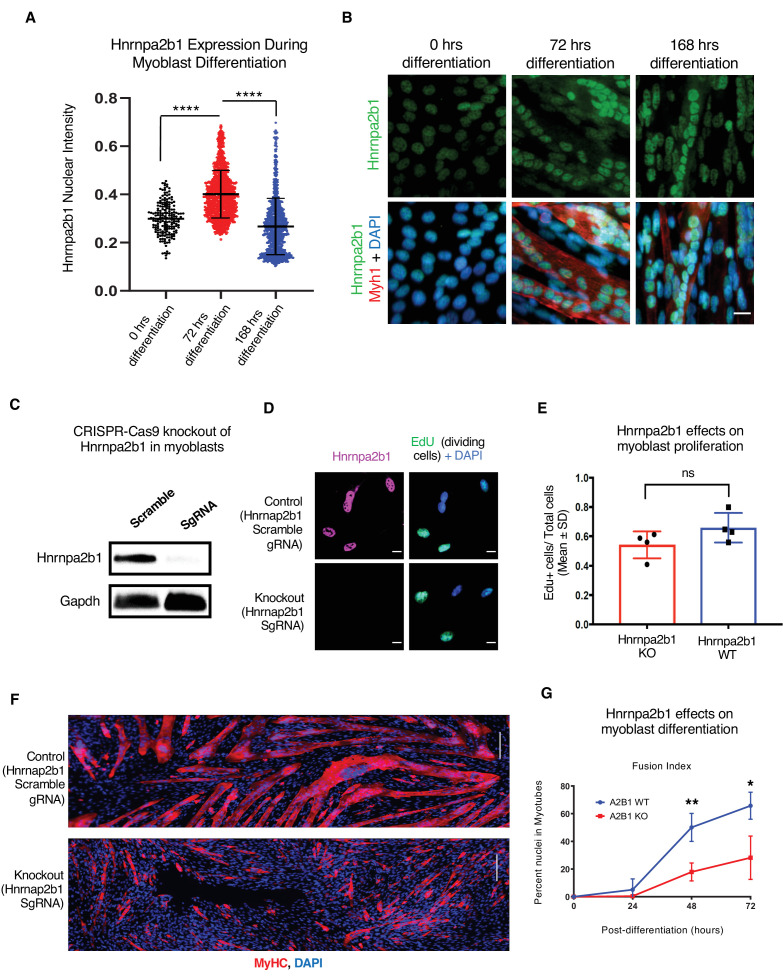
*Hnrnpa2b1* is required for myogenic differentiation. (**A**) *Hnrnpa2b1* nuclear protein in exponentially growing myoblasts (0 hr) and differentiating myotubes at 72 and 168 hr. (**B**) Immunoreactivity of *Hnrnpa2b1* in myoblasts and differentiating myotubes. (**C**) Western blot analysis of CRISPR-Cas9 knockout (KO) and scrambled sequence *Hnrnpa2b1* sgRNA-treated C2C12 myoblasts. (**D**) EdU-pulsed wild type (WT) myoblasts and *Hnrnpa2b1* KO myoblasts (scale = 10 µM). (**E**) Quantification of EdU incorporation in WT and KO *Hnrnpa2b1* myoblasts (ns = nonsignificant). (**F**) Immunoreactivity for *Myhc* in differentiating WT and KO *Hnrnpa2b1* myotubes (scale = 200 µM). (**G**) Quantification of Fusion Index (percentage of nuclei fused into myotubes) during differentiation in either WT or KO *Hnrnpa2b1* myotubes. All quantified data represent mean ± SD, two-tailed Student’s *t*-test p-value: *<0.05, **<0.01, ***<0.001, ****<0.0001 unless otherwise stated. See also Figure 4—figure supplement 1. Figure 4—source data 1.Related to Figure 4C.Raw and annotated Western blot image of *Hnrnpa2b1* and *Gapdh* in wild type (WT) and Hnrnpa2b1 knockout (KO C2C12 myoblasts).

**Figure 4—figure supplement 1.**
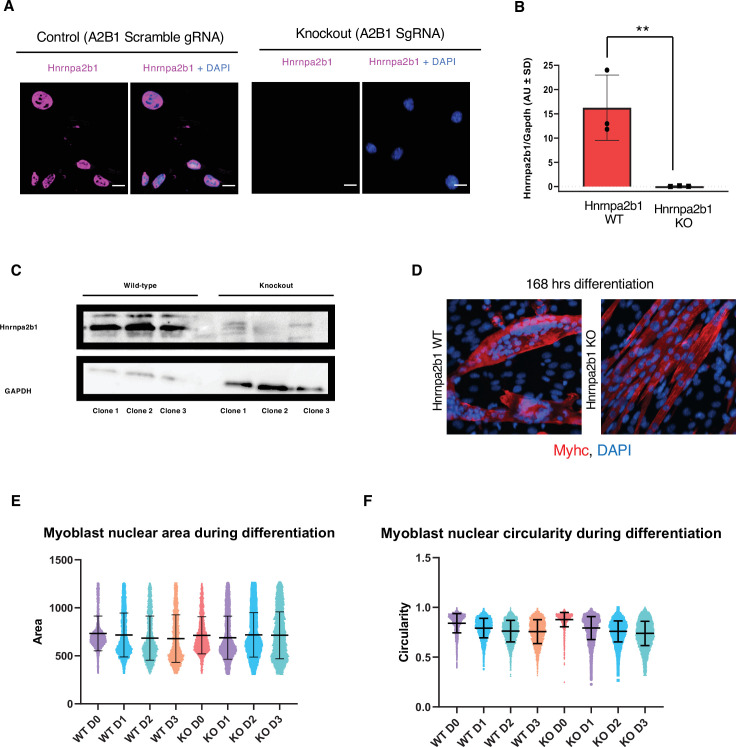
Related to Figure 4. (**A**) *Hnrnpa2b1* protein in wild type (WT) and *Hnrnpa2b1* knockout (KO) myoblasts (scale = 10 µM). (**B**) Western blot intensity quantification of *Hnrnpa2b1* in WT and *Hnrnpa2b1* KO C2C12 myoblasts. (**C**) Western blot image of *Hnrnpa2b1* in WT and *Hnrnpa2b1* KO C2C12 myoblasts. (**D**) *Myhc* immunoreactivity in *Hnrnpa2b1* WT and KO 168 hr differentiated C2C12 myotubes. (**E, F**) Quantification of *Hnrnpa2b1* WT and KO myoblast nuclear area and circularity during differentiation. All images represent n = 3 biological replicates from three independent *Hnrnpa2b1* WT and KO clones: scale = 20 µM. All quantified data represent mean ± SD, two-tailed Student’s *t*-test p-value: **<0.01.

Differentiation is impaired upon loss of *Hnrnpa2b1*. After 48 hr of differentiation, *Hnrnpa2b1* WT myoblasts had largely differentiated into multinucleated, myosin heavy chain-positive myotubes (Figure 4F and G). Conversely, *Hnrnpa2b1* KO myoblasts were unable to form large multinucleated myotubes (Figure 4F and G). The *Hnrnpa2b1* KO differentiation defect persisted after 3 days of differentiation in culture. These results suggest that *Hnrnpa2b1* KO myoblasts are unable to effectively differentiate (Figure 4G, Figure 4—figure supplement 1C). Thus, *Hnrnpa2b1* function is required for differentiation, but not proliferation.

### *Hnrnpa2b1* is a myogenic splicing regulator critical for terminal myogenic differentiation

We hypothesized that *Hnrnpa2b1* regulates RNA splicing during muscle differentiation, and that altered *Hnrnpa2b1*-mediated splicing may lead to impaired muscle differentiation. To test this hypothesis, we performed high-coverage RNA-sequencing of *Hnrnpa2b1* KO cells and WT differentiating myotubes. 

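Both genotypes were C2C12 cells, an immortalized mouse myoblast line whose cells fuse into myotubes after serum withdrawal, and RNA was taken after 48 hr of differentiation. Total RNA depleted of ribosomal RNA was sequenced from 3 KO and 3 WT cultures, named KO1 to KO3 and WT1 to WT3 here. The methods describe 3 independent KO and WT clones, but the paper's text does not state which clone each library came from. The authors aligned the reads with STAR and deposited the number of reads counted on each gene, without normalization. They also deposited TPM values for each library, which StringTie computes from the alignments with a correction for transcript length. The methods name the genome build GRCm39, whereas the gene coordinates deposited with the TPM values fit GRCm38, so positions are given on GRCm38. Between 36417517 and 40558740 reads were counted on genes in the KO libraries, with a median of 38481184. The WT libraries held between 33605258 and 39134651 counted reads, with a median of 36166520. The 10 genes with the most reads took 10.7% to 14.1% of the counts of a library. Across genes, Pearson's r of log2 CPM (read counts relative to the library total) was 0.964 to 0.977 between KO libraries and 0.984 to 0.991 between WT libraries, where genes are not independent replicates. The targeted gene, *Hnrnpa2b1* (ENSMUSG00000004980), lies on chromosome 6 from 51460434 to 51469894. Its CPM, scaled by the trimmed mean of M-values (TMM), were 159, 195 and 249 in KO1 to KO3 and 225, 229 and 252 in WT1 to WT3. The log2 fold change of KO over WT was −0.23 (standard error 0.18, adjusted p = 0.381 from edgeR's quasi-likelihood test), and the ranges of the genotypes overlapped (exact two-sided permutation test, p = 0.3, n = 3 against 3). With each library left out in turn the log2 fold change lay between −0.41 and −0.09, and it moved most in limma on log2(TPM + 0.1), to −0.50. These values are of RNA. The paper assessed loss of the protein by immunofluorescence and Western blotting, which are not analysed here.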

The transcripts detected correlate closely to previously published myogenic differentiation datasets, indicating negligible effects due to differing growth conditions (Figure 5—figure supplement 2A and B). 

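Differential expression between KO and WT was computed from the counts of 14828 genes that passed edgeR's filter on low counts, out of 46078 genes listed. At an adjusted p-value under 0.05, 3361 genes differed, which is 22.7% of the genes tested. Of these, 1796 were higher in KO and 1565 were lower. The change was at least 2-fold in 984 of the higher genes and 746 of the lower genes. In 3342 of the 3361 genes, every KO library lay on one side of every WT library. Over all tested genes this held for 6568, or 44.3%, where chance gives 10%. The number of differentially expressed genes depended on the libraries included. It was 933 without WT1, 1288 without WT3, 2088 without KO3, 2100 without WT2, 2695 without KO2 and 4712 without KO1. A fit without a library also has less power, so a lower number does not show that the changes rested on that library. Splicing cannot be read from counts per gene and was not analysed here. Among RBPs that regulate splicing, *Mbnl1* (ENSMUSG00000027763) lies on chromosome 3 from 60472830 to 60629750. It had 429 ± 54.7 CPM (SD, n = 3) in KO and 433 ± 36.2 (SD, n = 3) in WT. Its log2 fold change of −0.01 (standard error 0.16, adjusted p = 0.968) was smaller than the spread between replicates and changed sign without KO1, KO2 or WT2, to 0.03, 0.05 and 0.04. *Mbnl2* (ENSMUSG00000022139, chromosome 14, 120275669 to 120431697) had 171 ± 11.0 CPM (SD, n = 3) in KO and 219 ± 26.7 (SD, n = 3) in WT, a log2 fold change of −0.36 (standard error 0.14, adjusted p = 0.0993). *Rbfox2* (ENSMUSG00000033565, chromosome 15, 77078990 to 77307053) had 284 ± 17.8 CPM (SD, n = 3) in KO and 331 ± 25.8 (SD, n = 3) in WT, a log2 fold change of −0.22 (standard error 0.14, adjusted p = 0.266). Every KO library was below every WT library for *Mbnl2* and *Rbfox2* (exact two-sided permutation test, p = 0.1 for each, the smallest p that 3 against 3 allow), and neither gene passed the adjusted threshold.

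**Figure D1:**
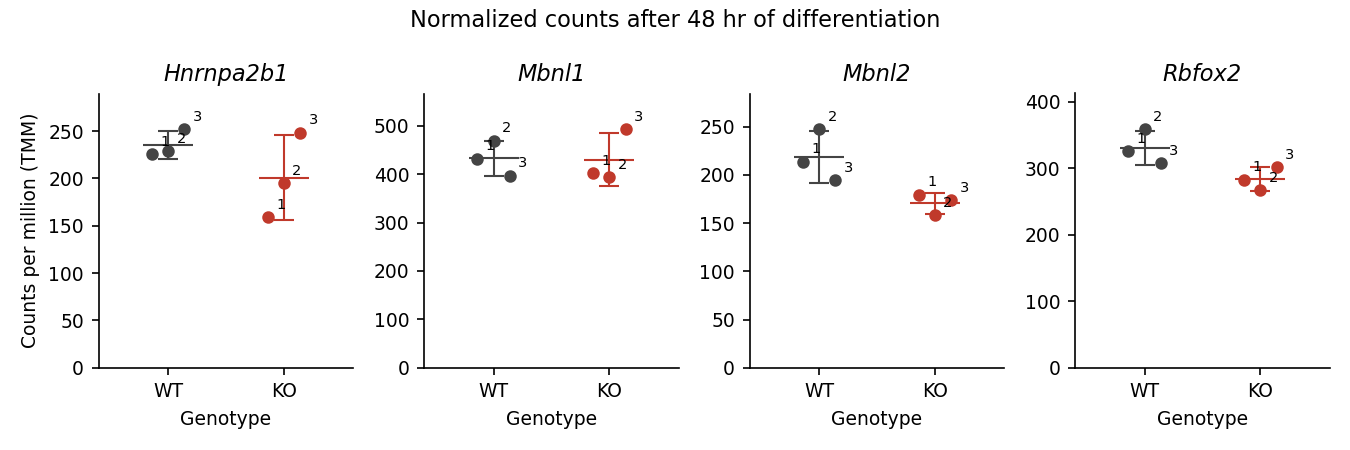
CPM (TMM, y axis) of *Hnrnpa2b1*, *Mbnl1*, *Mbnl2* and *Rbfox2* in WT and KO (x axis), with 1 numbered point per library, the mean as a horizontal line and the SD as error bars. KO and WT libraries overlap for *Hnrnpa2b1* and *Mbnl1*, and KO lies below WT for *Mbnl2* and *Rbfox2*.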

Differential splicing analysis identifies 2167 alternatively spliced RNAs of which 40% are differentially expressed (Figure 5A, Figure 5—figure supplement 2E). Differential splicing analysis reveals that *Hnrnpa2b1* regulates the splicing of other RBPs. Many of these RBPs in turn regulate RNA splicing, including *Mbnl1*, *Mbnl2*, and *Rbfox2* (Figure 5B). Loss of *Rbfox2* or loss of both *Mbnl1* and *Mbnl2* impairs myogenic differentiation (Lee et al., 2013; Singh et al., 2014), and thus *Hnrnpa2b1* loss appears to lead to the exclusion of *Mbnl1*, *Mbnl2,* and *Rbfox2* exons encoding zinc fingers and RNA recognition motifs, respectively, which are predicted to disrupt function of these RBPs (Figure 5B). Thus, the splicing regulator cascade resulting from *Hnrnpa2b1* loss disrupts *Mbnl1*, *Mbnl2*, and *Rbfox2* splicing and may impair myogenesis.

**Figure 5.**
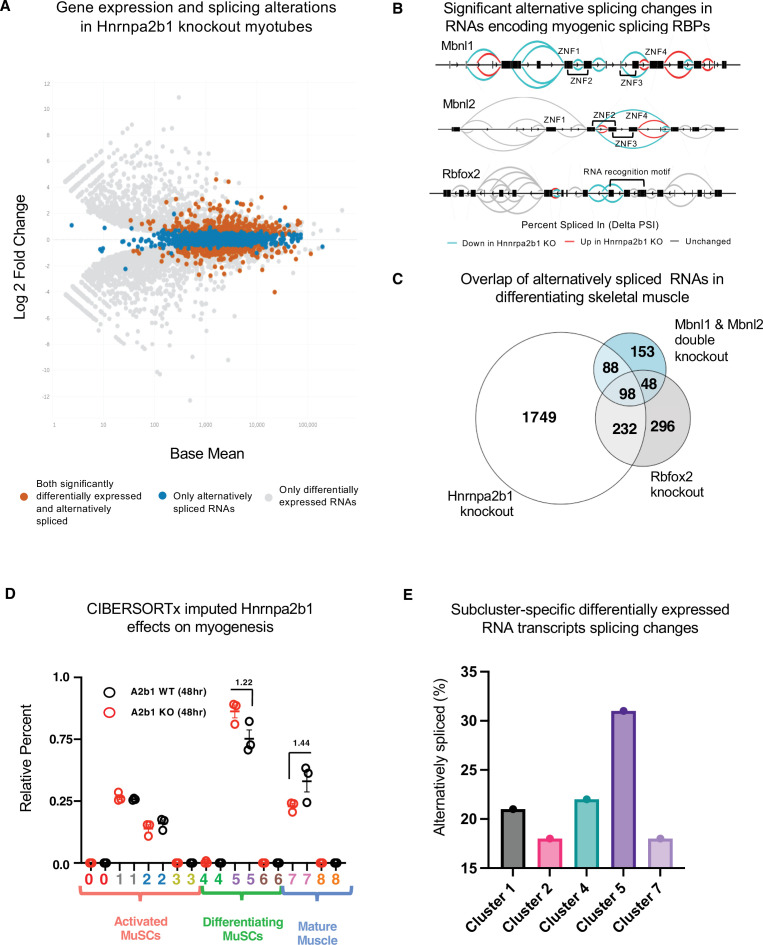
*Hnrnpa2b1* is a myogenic splicing regulator critical for terminal myogenic differentiation. (**A**) Differential gene expression identified by DESeq2 in wild type (WT) and *Hnrnpa2b1* knockout (KO) myotubes after 48 hr of differentiation with alternative splicing changes identified by LeafCutter (differential gene expression significance p-adjusted<0.05, splicing false discovery rate [FDR] p-value<0.05). (**B**) Sashimi plots of significant alternative splicing changes (delta percent spliced in [dPSI]) for *Mbnl1*, *Mbnl2*, *Rbfox2* in differentiating *Hnrnpa2b1* KO myotubes. (**C**) Venn diagram of significantly altered spliced transcripts in *Hnrnpa2b1* KO, *Mbnl1/Mbnl2* double KO (Thomas et al., 2017), and *Rbfox2* KO (Singh et al., 2014) differentiating myogenic cultures. (**D**) Myogenic-trained CIBERSORTx-imputed stacked bar chart of myogenic subcluster percentages in C2C12 differentiation time course (Trapnell et al., 2010). (**E**) Myogenic-trained CIBERSORTx machine learning imputed percentages of myogenic clusters from WT and KO *Hnrnpa2b1* differentiating myotubes. Y-axis refers to fold change between myogenic cluster percentages. See also Figure 5—figure supplement 1.

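With DESeq2, 4149 of the 17329 genes that it gave an adjusted p-value differed between KO and WT, and 3245 of them were also differentially expressed in edgeR. The paper's table of its own DESeq2 values, Supplementary file 3, has 19815 genes, of which the 1999 held here were used. The number of genes with at least 10 counts in total over the 6 libraries was also 19815. DESeq2 run here on those genes gave 4293 differentially expressed genes, a filter chosen after seeing the data. For all 1999 genes the paper's log2 value had the opposite sign to the log2 fold change of KO over WT computed here (Pearson's r = −0.99994 across genes, which are not independent replicates), so the paper's table gives WT over KO. On that scale *Myl1* was 2.39 in edgeR here and the paper's reported value is 2.41. The edgeR call of *Myl1* (log2 fold change of KO over WT −2.39, standard error 0.61, adjusted p = 0.0297) was lost without KO2, KO3, WT1 or WT3, with an adjusted p of up to 0.102 and down to 4.05e-13 over the alternatives. Among genes past edgeR's threshold with a mean log2 CPM of at least 5, a name other than a predicted-gene name, and KO and WT libraries that did not overlap, the largest rise was in *Sfrp2* (log2 fold change 9.21, standard error 1.46, adjusted p = 0.00617). *Sfrp2* had 2 to 12 counts in the WT libraries and 7.39, 294 and 144 CPM in KO1 to KO3. The next rises were in *Myo18b* (5.89), *R3hdml* (5.48), *Car3* (4.05) and *Mt2* (3.82). The largest falls were in *Cyfip2* (−5.03), *Tnik* (−4.55), *Dhrs7c* (−4.42), *Mef2c* (−4.40) and *Pgm5* (−4.27). The sizes and order of these falls depended on KO1. Without it they were −7.16, −5.88, −5.30, −6.35 and −4.03 in the same order of genes. Over the alternatives the log2 fold change of *Sfrp2* lay between 5.05 and 9.76. The adjusted p of *Mef2c* was 0.0169, and 0.0556 without WT3, in a range from 3.54e-27 to 0.0556 over the alternatives. Of these 10 genes, 5 lie in stretches of 10 Mb whose genes moved together, with regional medians of 0.51 for *R3hdml*, 0.36 for *Mt2*, −0.50 for *Cyfip2*, −0.22 for *Dhrs7c* and −0.32 for *Pgm5*.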

**Figure 5—figure supplement 1.**
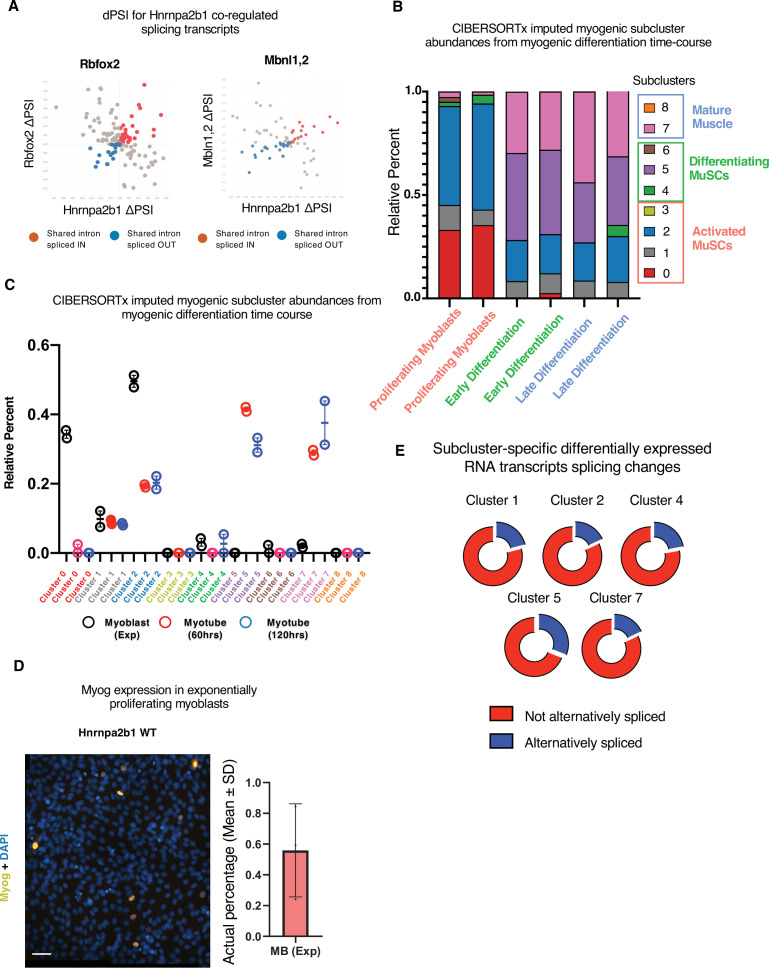
Related to Figure 5. (**A**) *Hnrnpa2b1-Rbfox* or *Hnrnpa2b1-Mbnl1/Mbnl2* delta percent spliced in (dPSI) changes in shared significantly altered spliced RNAs. (**B, C**) Myogenic-trained CIBERSORTx-imputed percentages of myogenic clusters from RNA-sequencing performed in biological duplicate of C2C12 differentiation time course (Trapnell et al., 2010). (**D**) Myogenin immunoreactivity and DAPI nuclear staining of exponentially proliferating C2C12 myoblasts. Bar plot represents percentage of myogenin+ proliferating C2C12 myoblasts, n = 3 biological replicates, scale = 50 µM. (**E**) Percentage of *Hnrnpa2b1* knockout (KO) splicing alterations in significantly differentially expressed transcripts identified per myogenic cluster.

**Figure 5—figure supplement 2.**
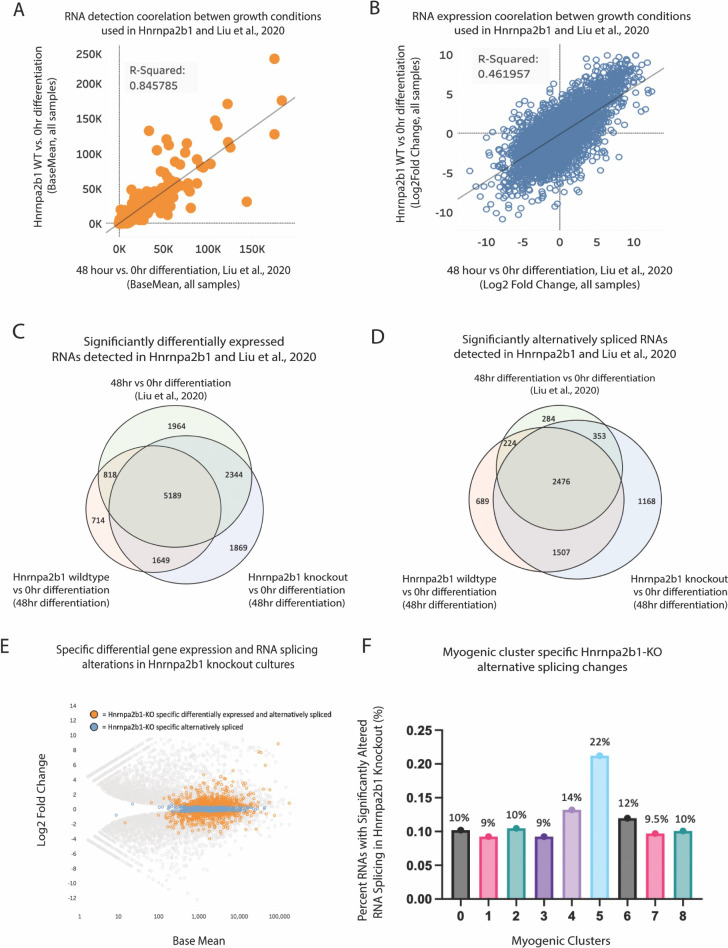
Related to Figure 5 – a distinct *Hnrnpa2b1* gene expression and splicing program during differentiation. (**A, B**) Correlation of base mean and log2 fold change between Hnrnap2b1KO myoblasts and WT myoblasts differentiated for 48 hr and C2C12 myoblasts differentiated for 48 hr from Xue et al., 2020. RNA-sequencing data was compared against 0 hr proliferating myoblasts from Xue et al., 2020. (**C, D**) Venn diagrams showing differentially expressed genes identified by DESeq2 and alternative spliced transcripts identified by LeafCutter for 48 hr differentiation (Xue et al., 2020) for Hnrnpa2b1 WT cells and Hnrnpa2b1 KO cells. All data are compared to 0 hr proliferating myoblasts from Xue et al., 2020. (**E**) MA plot for differential gene expression changes identified in Hnrnpa2b1 KO cells compared to 0 hr proliferating myoblasts from Xue et al., 2020. Specific alternatively spliced transcripts identified in (**D**) are highlighted. (**F**) Impact of Hrnpa2b1 KO-specific alternatively spliced transcripts identified in (**D**) on differentially expressed transcripts present in single-cell myogenic clusters. Three independent RNA-sequencing datasets were analyzed for 0 and 48 hr cultures from Liu et al., and for Hnrnpa2b1 WT and KO.

We performed differential splicing analysis of *Mbnl1*, *Mbnl2*, and *Rbfox2* in differentiating *Hnrnpa2b1* KO cells (Lee et al., 2013; Singh et al., 2014). The alternatively spliced RNAs in *Hnrnpa2b1* KO cells, compared to *Mbnl1*, *Mbnl2* double KO cells, significantly overlap (hypergeometric p-value=1.2 × 10^-77^). Similarly, alternatively spliced RNAs in *Hnrnpa2b1* KO cells and *Rbfox2* KO cells also overlap (hypergeometric p-value=6.1 × 10^-143^) (Figure 5C), demonstrating that *Hnrnpa2b1* loss likely leads to altered splicing of RNAs regulated by *Mbnl1*, *Mbnl2*, and *Rbfox2,* respectively. As RBPs function together to co-regulate the splicing of target RNAs (Klinck et al., 2014; Venables et al., 2013), *Mbnl1*, *Mbnl2*, *Rbfox2*, and *Hnrnpa2b1* may cooperatively regulate target RNA splicing. Indeed, *Mbnl1*, *Mbnl2*, *Rbfox2*, and *Hnrnpa2b1* KOs exhibit identical splice site location and share changes in splicing of target RNAs (Figure 5—figure supplement 1A). Thus, a network of RBPs, including *Mbnl1*, *Mbnl2*, *Rbfox2*, and *Hnrnpa2b1,* appear to cooperatively regulate RNA splicing during muscle differentiation.

The RBPs cooperating in regulating splicing during muscle differentiation may function at different stages of differentiation, and thus, whether *Hnrnpa2b1* regulates the splicing of *Mbnl1*, *Mbnl2*, *Rbfox2*, and *Hnrnpa2b1* directly or whether the cooperation is in part due to sequencing cell populations at different stages of differentiation is unclear. To distinguish these possibilities, we mapped *Hnrnpa2b1* splicing at the single-cell level. To test whether *Hnrnpa2b1* loss results arrests myogenic cells at specific myogenic stages, we quantified the impact of *Hnrnpa2b1* KO on myogenic subcluster abundances. We employed CIBERSORTx, a machine learning tool, to impute myogenic subcluster percentages as CIBERSORTx is trained on single-cell sequencing data to estimate cell-type abundances present in bulk RNA-sequencing (Newman et al., 2019).

We first trained CIBERSORTx on our myogenic single-cell dataset and then imputed cell-type abundances in a muscle differentiation time course with bulk RNA sequences obtained from proliferating myoblasts and differentiating myotubes at 60 and 120 hr (Trapnell et al., 2010). Myogenic-trained CIBERSORTx reveals enrichment for proliferative MuSCs subclusters in the proliferating myoblast population. Conversely, the differentiating myotubes show a shift towards differentiating subclusters and are proportional to differentiation duration (Figure 5—figure supplement 1B and C). Myogenic-trained CIBERSORTx identifies a small fraction of differentiated cells within the proliferating myoblasts population (Figure 5—figure supplement 1B and C). To confirm whether the machine learning was accurate, we assessed immunoreactivity for myogenin, a marker of differentiation, in proliferating myoblasts and found myogenin-positive cells present at similar percentages as predicted by CIBERSORTx (Figure 5—figure supplement 1C and D). Together, these results demonstrate that myogenic-trained CIBERSORTx is capable of imputing myogenic subcluster abundances from bulk RNA-sequencing data.

Next, we tested the impact of *Hnrnpa2b1* KO using myogenic-trained CIBERSORTx. 

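The TPM values of the 3 KO and 3 WT libraries were the mixture that the paper gave to CIBERSORTx, with a reference made from its single-cell clusters. The imputation was not repeated here, and the values of muscle genes in the same libraries are given instead. TPM values were compared by limma on log2(TPM + 1) over the 11691 genes with a TPM of at least 1 in at least 3 libraries. *Pax7* (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528), a transcription factor of muscle stem cells, had 2.76 ± 0.615 TPM (SD, n = 3) in KO and 0.998 ± 0.401 (SD, n = 3) in WT. The log2 difference was 0.92 (standard error 0.20, adjusted p = 0.0158). *Myog* (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548), which encodes myogenin, had 623 ± 97.3 TPM (SD, n = 3) in KO and 613 ± 77.4 (SD, n = 3) in WT. Its log2 difference of 0.02 (standard error 0.18, adjusted p = 0.950) was within the spread of the replicates (exact two-sided permutation test, p = 0.8) and turned negative without KO1, KO2 or WT3, at −0.07, −0.03 and −0.09. *Tcap* (ENSMUSG00000007877, chromosome 11, 98383811 to 98384953), which encodes a protein of the sarcomere, had 1.13 ± 0.660 TPM (SD, n = 3) in KO and 11.9 ± 6.37 (SD, n = 3) in WT. The log2 difference was −2.49 (standard error 0.39, adjusted p = 0.00437). With a pseudocount of 0.1 in place of 1, the log2 difference was 1.44 for *Pax7* and −3.23 for *Tcap*. KO and WT libraries did not overlap for *Pax7* and *Tcap* (exact two-sided permutation test, p = 0.1 for each). Without a filter on TPM, which brings in more genes, the adjusted p was 0.0853 for *Pax7* and 0.0690 for *Tcap*. The ranges over all alternatives were 0.00823 to 0.0853 for *Pax7*, whose call was also lost without WT1 (0.0559), and 5.78e-05 to 0.0690 for *Tcap*. In the counts, the median log2 fold change of 52 sarcomere genes was −0.78, with 42 of them lower in KO (camera with a preset correlation of 0.01 between genes, adjusted p = 6.55e-06 over 6 gene lists). With the correlation estimated from the libraries, or with limma's fry, the unadjusted p was 0.378 and 0.108, and no call of camera on any of the 6 lists held. Of the 52 genes, 12 were differentially expressed, 11 lower and *Myl2* higher, chosen after its values were seen (4.77, with 82.7, 3.73 and 12.4 CPM in KO1 to KO3), and 12 were when adjusted over the list alone. The median difference of the sarcomere genes from the WT mean was −0.05 in KO1, −1.33 in KO2 and −1.31 in KO3, against 0.12, −0.32 and 0.18 in WT1 to WT3. An exact two-sided permutation test on each library's mean log2 CPM over the list gave p = 0.2. Without KO1 the median log2 fold change was −1.28. The median of 18 early differentiation genes was −0.24 (camera, adjusted p = 0.356 over the 6 lists). Without KO1 it was −0.34, where camera's unadjusted p was 0.0233 in a range from 0.0233 to 0.532 over the alternatives. The mean log2 CPM over this list was 6.72, 6.14 and 5.86 in KO1 to KO3 and 6.81, 6.85 and 7.03 in WT1 to WT3. An exact two-sided permutation test on these means gave p = 0.1, the smallest possible. By the median difference from the WT mean, KO1 (0.00048) lay between the WT libraries. In this list *Myod1* (0.99) and *Cdh15* (0.70) were higher in KO, and *Rb1* (−0.79) and *Mef2c*, whose call was lost without WT3, were lower. All 4 were also called when adjusted over the list alone, and *Myod1*, *Cdh15* and *Rb1* were chosen after their values were seen. From the shares of its myogenic subclusters that CIBERSORTx imputed in these libraries (Figure 5E), the paper concludes where along differentiation the KO cells had accumulated. For this it also draws on RBP engagement scores (Figure 6D) and on staining of KO and WT cells for myogenin protein (Figure 6F and G). Neither is analysed here, and the *Myog* values above are of RNA, so they do not test the staining.

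**Figure D2:**
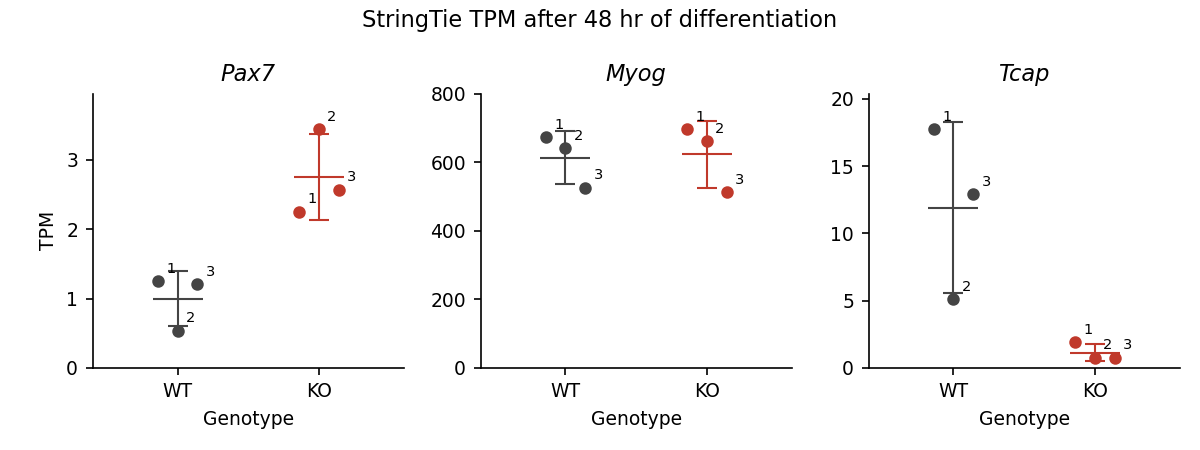
TPM (y axis) of *Pax7*, *Myog* and *Tcap* in WT and KO (x axis), with 1 numbered point per library, the mean as a horizontal line and the SD as error bars. KO lies above WT for *Pax7* and below it for *Tcap*, and the genotypes overlap for *Myog*.

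**Figure D3:**
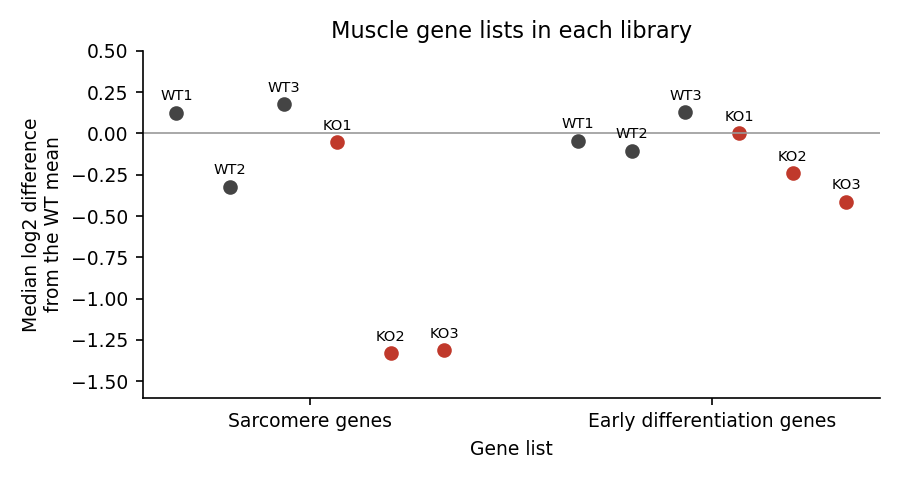
Median log2 difference from the WT mean (y axis) over the sarcomere genes and the early differentiation genes (x axis), with 1 point per library. For the sarcomere genes KO2 and KO3 lie at −1.33 and −1.31 and KO1 at −0.05, between the WT libraries.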

*Hnrnpa2b1* KO cells show an enrichment for subcluster 5 myogenic cell signatures and a decrease in subcluster 7 (Figure 5D), demonstrating that *Hnrnpa2b1* KO cells are slow to transition to subcluster 7 and accumulate in subcluster 5. We then used CIBERSORTx to examine the impact of *Hnrnpa2b1* KO on specific myogenic cell states. We first performed differential gene expression analysis for each of the subclusters identified by CIBERSORTx (clusters 2–5, 7) to identify differentially expressed genes enriched in the cells of each specific cluster. These differentially expressed genes provide a molecular signature for the cells at each of these specific stages embedded in bulk RNA-sequencing data. By examining the splicing changes for the differentially expressed genes, we found that *Hnrnpa2b1* KO alters splicing in each of these clusters, with cluster 5 showing the most changes in splicing (Figure 5E, Figure 5—figure supplement 1E, Figure 5—figure supplement 2F). Using this approach, we can control for population-wide cell state differences and demonstrate that *Hnrnpa2b1* is a key splicing regulator in specific differentiating myogenic cell states.

### RBP engagement scoring delineates timing of RBP function during myogenesis

The expression of an RBP and RBP target RNAs is necessary for an RBP to alter splicing of the RPB target. Therefore, expression of *Hnrnpa2b1* target RNAs during myogenic differentiation governs when *Hnrnpa2b1* is capable of splicing target transcripts. To identify *Hnrnpa2b1* target RNAs during myogenesis, we performed *Hnrnpa2b1* enhanced UV crosslinking and immunoprecipitation (eCLIP) in both myoblasts and myotubes (Figure 6A, Figure 6—figure supplement 1A–C). *Hnrnpa2b1* eCLIP reveals 808 binding sites across 247 genes for myoblasts and 1030 binding sites across 137 genes for myotubes, which are significantly enriched compared to size-matched input (reflecting all RNA–protein interactions in the input) (Figure 6—figure supplement 1D). *Hnrnpa2b1* RNA target eCLIP peaks were highly correlated between biological replicates, had thousands of reproducible eCLIP clusters by irreproducible discovery rate analysis, and capture prior identified *Hnrnpa2b1* RNA targets including *Hnrnpa2b1’s* own 3′UTR (Figure 6—figure supplement 1D–G; Martinez et al., 2016). Analysis of *Hnrnpa2b1* RNA-binding sites reveals an enrichment for binding sites in the 3′UTR and proximal introns of target RNAs, potentially indicating a role of *Hnrnpa2b1* in RNA localization or translation (Figure 6A). Further, *Hnrnpa2b1* binding maps closely to splicing clusters, indicating a role for *Hnrnpa2b1* in splicing regulation (Figure 6—figure supplement 2B and C). *Hnrnpa2b1* binding spatially correlates to splicing changes in the two significantly differentially spliced transcripts *Hnrnpa2b1* and *Myl1* (Figure 6—figure supplement 3A and B). We validated the interaction of *Hnrnpa2b1* with several target RNAs using RIP qRT-PCR (Figure 6B, Figure 6—figure supplement 1H).

**Figure 6.**
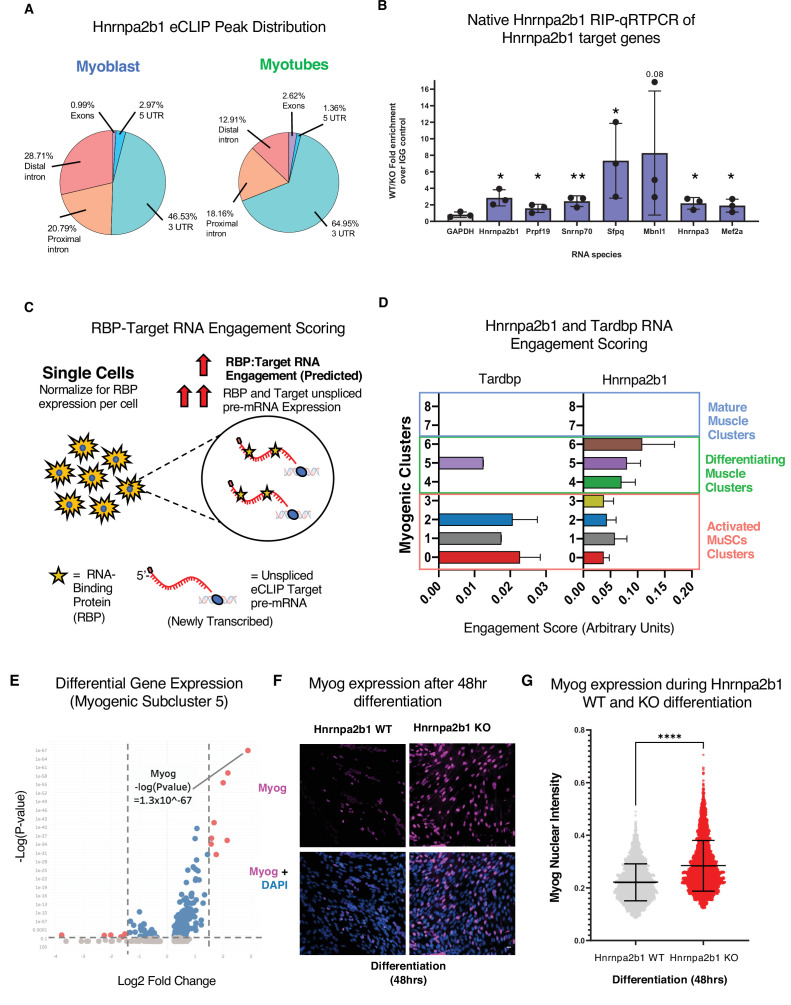
RNA engagement scoring delineates functional timing of RNA-binding proteins (RBPs) during myogenesis. (**A**) Genomic distribution of *Hnrnpa2b1* enhanced UV crosslinking and immunoprecipitation (eCLIP) peaks in myoblasts and myotubes. (**B**) Native (non-denaturing) *Hnrnpa2b1* RNA immunoprecipitation (RIP)-qRT-PCR of RNA targets identified by eCLIP. (**C**) Schematic for RBP-Target RNA engagement scoring. (**D**) RBP-Target RNA engagement scoring of *Tardbp* and *Hnrnpa2b1* in myogenic subclusters (median ± 95% CI across all RBP-RNA engagement scores in each myogenic subcluster). (**E**) Differential gene expression analysis of myogenic subcluster 5. (**F**) *Myog* immunoreactivity in wild type (WT) and *Hnrnpa2b1* knockout (KO) 48 hr differentiated myotubes. (**G**) *Myog* immunoreactivity signal intensity in differentiating WT and *Hnrnpa2b1* KO myotubes (mean ± SD, two-tailed Student’s *t*-test p-value: ****<0.0001). See also Figure 6—figure supplement 1.

**Figure 6—figure supplement 1.**
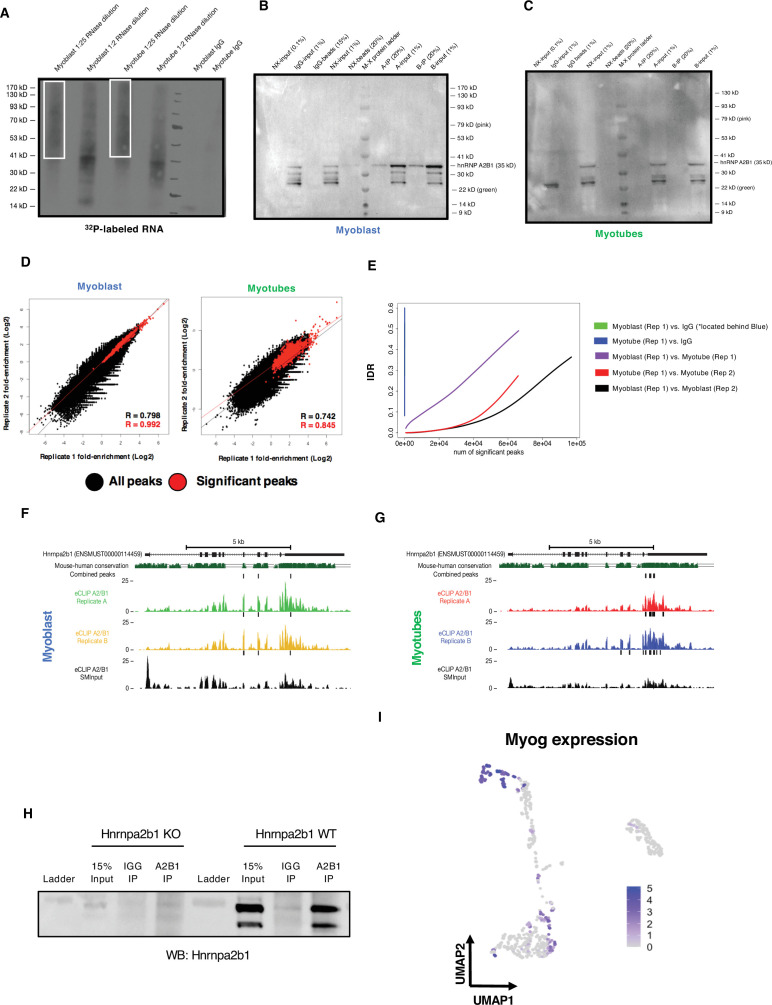
Related to Figure 6. (**A**) Autoradiogram of 32P-labeled *Hnrnpa2b1* RNA–RNA complexes fractionated by PAGE (**B**) and (**C**) immunoprecipitation of *Hnrnpa2b1* RNA complexes used for enhanced UV crosslinking and immunoprecipitation (eCLIP) in C2C12 myoblasts or myotubes (n = 2 biologically independent samples). (**D**) Scatter plots indicate correlation between significant *Hnrnpa2b1* RNA eCLIP peaks in biological replicates. Scatter plots represent fold enrichment for each region in *Hnrnpa2b1* RNA eCLIP relative to paired size-matched input with significant peaks in red (p≤10^–8^ over size-matched input). (**E**) Irreproducible discovery rate (IDR) analysis comparing peak fold enrichment across indicated eCLIP datasets. (**F**) Integrative Genomics Viewer (IGV) tracing showing *Hnrnpa2b1* RNA 3′UTR eCLIP peaks in *Hnrnpa2b1* RNA transcript in myoblasts and (**G**) myotubes (**H**), where dark boxes denote significantly enriched binding sites above SMInput (p<10^–8^). Western blot for *Hnrnpa2b1* used in RNA immunoprecipitation experiments in both *Hnrnpa2b1* RNA wild type and knockout (KO) C2C12 cells. (**I**) Uniform manifold approximation and projection (UMAP) displaying *Myog* expression across myogenic single cells. Figure 6—figure supplement 1—source data 1.Related to Figure 6—figure supplement 1A-C.(**A**) Raw and annotated blot of autoradiogram of 32P-labeled *Hnrnpa2b1* RNA–RNA complexes fractionated by PAGE (**B**) and (**C**) immunoprecipitation of *Hnrnpa2b1* RNA complexes used for enhanced UV crosslinking and immunoprecipitation (eCLIP) in C2C12 myoblasts or myotubes (n = 2 biologically independent samples).

**Figure 6—figure supplement 2.**
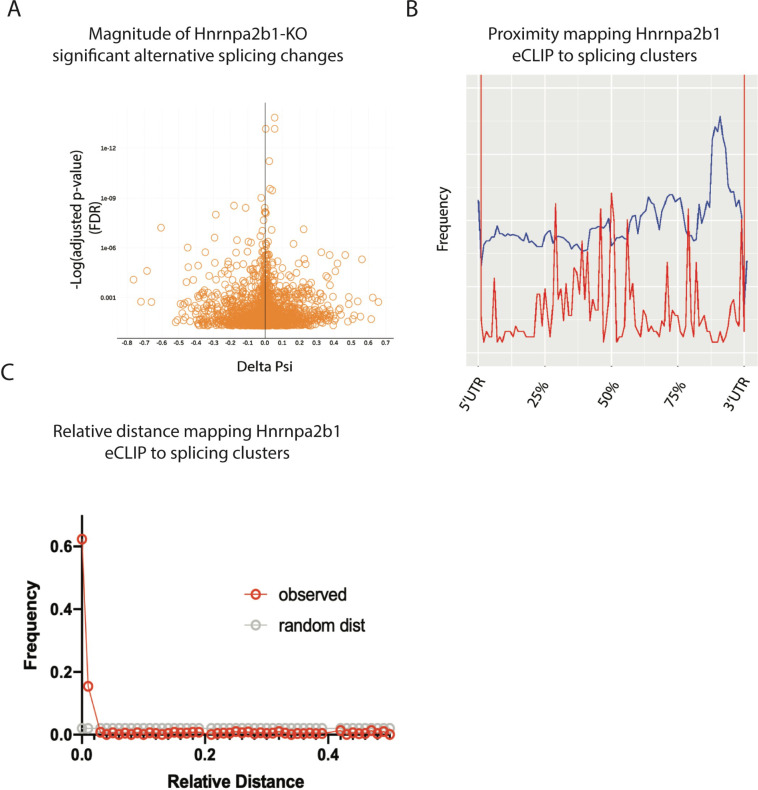
Related to Figure 6 – magnitude and spatial location for significant Hnrnap2b1 knockout (KO) splicing alterations. (**A**) Volcano plot showing delta percent spliced in (dPSI) versus p-value (false discovery rate [FDR]) for significant splicing changes detected in Hnrnpa2b1 KO cells. (**B**) Global proximity mapping of Hnrnpa2b1 enhanced UV crosslinking and immunoprecipitation (eCLIP) sites and significantly alternatively spliced clusters. (**C**) Relative distance mapping for eCLIP sites to alternative splice clusters using bedtools reldist.

**Figure 6—figure supplement 3.**
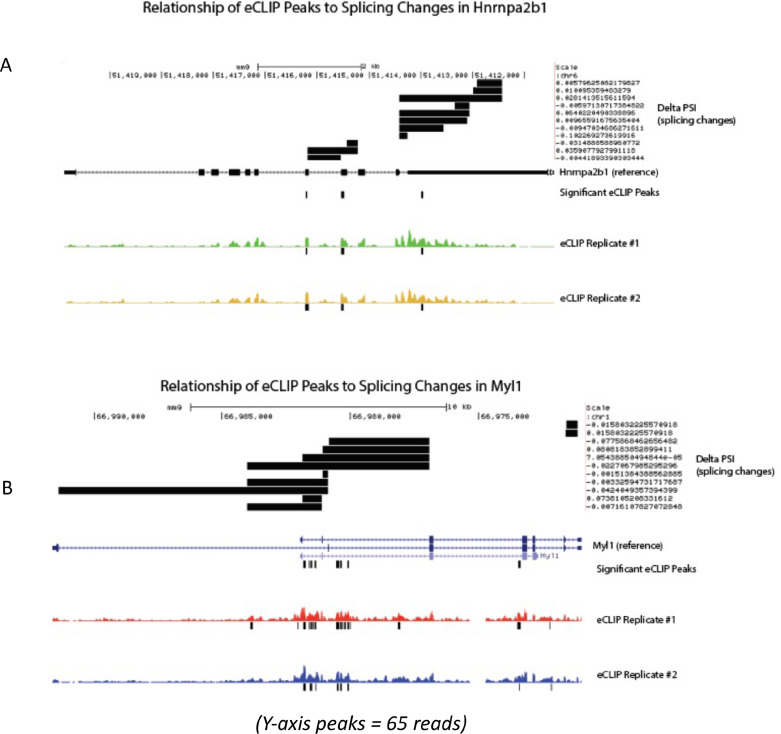
Related to Figure 6 – mapped relationship of enhanced UV crosslinking and immunoprecipitation (eCLIP) peaks to splicing change magnitude in significantly differentially spliced transcripts. (**A**) UCSC gene track mapping delta percent sliced in (dPSI) (splicing changes) in reference to annotated *Hnrnpa2b1* exons, introns, and *Hnrnpa2b1* eCLIP-binding sites. (**B**) UCSC gene track showing dPSI (splicing changes) in reference to annotated *Myl1* exons, introns, and *Hnrnpa2b1* eCLIP-binding sites.

Having defined *Hnrnpa2b1* mRNA targets, we next looked to develop a computational toolset to identify myogenic cells in which *Hnrnpa2b1* is functioning. We reasoned that many RBPs engage with target RNAs co-transcriptionally to regulate RNA splicing (Fu and Ares, 2014). Newly transcribed RNAs or pre-mRNAs can be identified as RNAs that contain introns. These newly transcribed pre-mRNAs can then be computationally defined in single-cell data (La Manno et al., 2018) where RBP function will correlate with the expression level of an RBP and the RBP’s target pre-mRNA. For example, RBP function is predicted to occur in cells with both high RBP expression and target pre-mRNAs expression, which we term ‘RBP engagement scoring’ (Figure 6C).

We validated RBP engagement scoring on a well-characterized RBP, *Tardbp*, a splicing RBP required for myoblast proliferation. Prior eCLIP experiments identified *Tardbp* RNA targets (Vogler et al., 2018), and if our computation approach is valid, *Tardbp* engagement scores should be higher in proliferating myoblasts than differentiated myotubes. We quantified *Tardbp* and target RNA expression in single cells, assigned engagement scores to each of these cells, and then examined the engagement scores for all the cells in a given subcluster to examine the impact of *Tardbp* at each stage of myogenesis. *Tardbp* engagement scores are higher in proliferating myoblasts than in myogenic cells undergoing differentiation (Figure 6D), consistent with the functional requirement of *Tardbp* in proliferating myoblasts. We then performed RBP engagement scoring for *Hnrnpa2b1* by examining the pre-mRNA levels of *Hnrnpa2b1* target RNAs and *Hnrnpa2b1* in single cells and correlated the expression of *Hnrnpa2b1* target RNAs to *Hnrnpa2b1* expression. Myogenic subclusters 5 and 6 showed the highest *Hnrnpa2b1* engagement scores (Figure 6D), suggesting that *Hnrnpa2b1* splicing function is highest in cells in subclusters 5 and 6. Thus, an *Hnrnpa2b1* KO may arrest cells at these stages, causing impaired differentiation.

Delayed or slowed progression through subcluster 6 would lead to cells accumulating in the preceding subcluster 5. To test if *Hnrnpa2b1* KO leads to an accumulation of cells in subcluster 5, we performed differential gene expression analysis on myogenic subclusters 5 and 6. *Myog* is significantly enriched in subcluster 5 (p-value=1 × 10^-67^) (Figure 6E, Figure 6—figure supplement 1I). We examined myogenin immunoreactivity in differentiated *Hnrnpa2b1* KO and WT cells. *Hnrnpa2b1* KO cells are significantly enriched in the myogenin-positive cell population (Figure 6F and G), demonstrating a requirement for *Hnrnpa2b1* for commitment to terminal differentiation.

## Discussion

RBP dysfunction contributes to neuromuscular disease (Apponi et al., 2011; Farina et al., 2012), yet the mechanisms leading to disease phenotypes and the roles of RBPs in regulating myogenic cell fate decisions remain poorly understood. Using multiomic and single-cell technologies, we finely mapped RBP expression during myogenesis, discovering that RBP expression and function correlates with specific myogenic cell states. We define a role for the disease-associated RBP, *Hnrnpa2b1*, in directing MuSC commitment to terminal differentiation where *Hnrnpa2b1* influences global RNA splicing by regulating RBPs that splice distinct target mRNAs. The computational tools we employed allowed us to pinpoint the precise cell state in which *Hnrnpa2b1* functions to guide cell fate decisions.

We propose a model to temporally define RBP function during muscle regeneration whereby the expression of an RBP and the RBP’s target RNAs is required, providing precise timing for RPB function (Figure 7). Whether an RBP is functioning will depend upon the expression of the RBP as well as expression of the RBP target RNAs. Thus, even though an RBP transcript is present, the RBP will not function unless the target RNAs are present, ensuring that RBPs do not function ubiquitously during muscle repair or muscle development. The observation that one splicing RBP regulates the splicing of an RBP that in turn regulates splicing of RNA targets adds combinatorial control and redundancy to myogenic differentiation. The network of shared RBPs ensures that splicing and RNA regulation function during a specific cell state, which we propose is a universal property occurring during development and in a number of regenerating tissues and organs.

**Figure 7.**
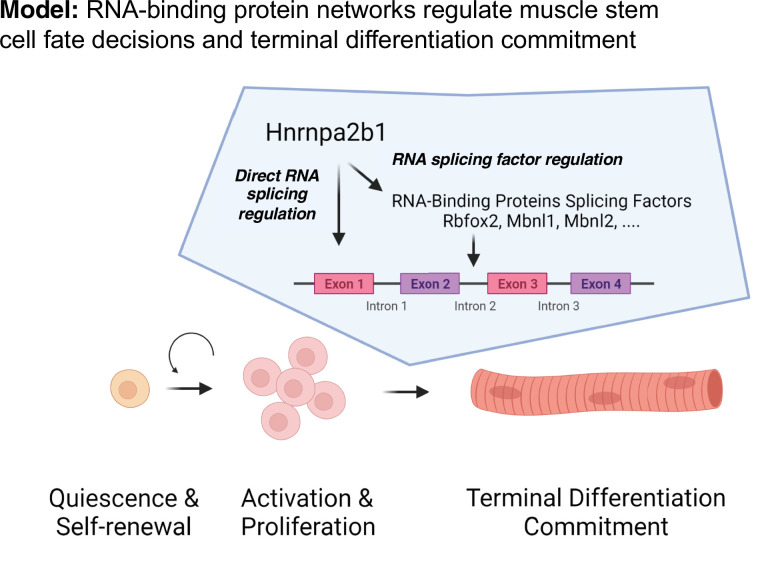
Discrete RNA-binding protein functional timing and expression as a dynamic post-transcriptional regulatory mechanism for directing myogenic fate decisions.

The model we propose explains the seemingly discordant myogenic phenotypes resulting from mutations in different RBPs that are consistent with the observation that KOs of distinct RBPs exhibit overlapping phenotypes . We speculate that RBPs function in concert at a specific cell state to regulate a wide array of messenger RNA targets that coordinate cell fate transitions. RBP dysfunction in diseases is therefore likely cell state-defined and RBP mutations disproportionately impact a specific cell’s state. The resultant effect of an RPB mutation is delayed cell fate transition, a complete block of cell fate transition, or selection of an alternative cell fate. A better understanding of the complex events contributing to alterations in cell state transitions occurring when RBPs are mutated could lead to the development of new approaches for cell-state-specific therapeutic intervention (Ferlini et al., 2021).

## Materials and methods

### Mice

Mice were bred and housed according to the National Institutes of Health (NIH) guidelines for the ethical treatment of animals in a pathogen-free facility at the University of Colorado at Boulder. The University of Colorado Institutional Animal Care and Use Committee (IACUC) approved all animal protocols and procedures and studies complied with all ethical regulations. IACUC protocol number 2516, Animal Welfare Assurance number A3646-01. WT mice were genotype C57BL/6 (Jackson Laboratories). Cells and TA muscles were isolated from 3- to 6-month-old male and female WT mice.

### Mouse injuries

Male and female mice between 3 and 6 months of age were anesthetized with isoflurane and the left TA muscle was injected with 50 μl of 1.2% BaCl_2_. The injured and contralateral TA muscles were harvested at the indicated time points.

### TA collections and cell isolations

TA muscles were dissected and placed into 400 U/ml collagenase at 37°C for 1 hr with shaking and then placed into Ham’s F-12C supplemented with 15% horse serum to inactivate the collagenase. Cells were passed through three strainers of 100, 70, and 40 µm (BD Falcon) and flow through was centrifuged at 1500 × *g* for 5 min, and the cell pellets were resuspended in Ham’s F-12C. To remove dead cells and debris, cells were passed over Miltenyi dead cell removal kit columns (Cat# 130-090-101). To remove RBCs, cells were incubated with antiTer119 micro magnetic beads and passed over a Miltenyi column (Cat# 130-049-901). For adult uninjured Tas, six TA muscles (from three mice) were pooled together. For injured TA muscles, two TA muscles from two different mice were pooled together. Cells were then counted using a Bio-Rad TC20 automated cell counter and processed with a 10X Genomics single-cell sequencing kit.

### Single-cell sequencing

To capture, label, and generate transcriptome libraries of individual cells, we used the 10X Genomics Chromium Single Cell 3′ Library and Gel Bead Kit v2 (Cat# PN-120237) following the manufacturer’s protocols. Briefly, the single-cell suspension, RT-PCR master mix, gel beads, and partitioning oil were loaded into a Single Cell A Chip 10 genomics chip, placed into the chromium controller, and the Chromium Single Cell A program was run to generate Gel Bead-In-EMulsion (GEMs) that contain RT-PCR enzymes, cell lysates and primers for Illumina sequencing, barcoding, and poly-DT sequences. GEMs were then transferred to PCR tubes and the RT-PCR reaction was run to generate barcoded single-cell identified cDNA. Barcoded cDNA was used to make sequencing libraries for analysis with Illumina sequencing. We captured 1709 cells from young uninjured muscle, 5077 from the 4 dpi muscle, and 2668 from the 7 dpi muscle. Sequencing was completed on an Illumina NovaSeq 6000 using paired-end 150 cycle 2 × 150 reads by the genomics and microarray core at the University of Colorado Anschutz Medical Campus.

### Single-cell Informatics

Preprocessing was performed using Cellranger v3.0.1 (10X Genomics) count module that was used for alignment using cellranger-mm10-3.0.0 refdata, filtering, barcode counting, and UMI counting of the single-cell FASTQs. Postprocessing was performed using Seurat according to standardized workflows (Butler et al., 2018; Stuart et al., 2019). In brief, using RStudio (v4.0.0), Seurat objects were created for each Cellranger processed sample by importing filtered_gene_bc_matrices. Multiple Seurat objects then were merged, filtered, normalized, feature selected, scaled, and clustered. Nonlinear dimensional reduction was performed using uniform manifold approximation and projection (UMAP).

*RNA velocity* using the scVelo pipeline was performed according to standardized workflows (La Manno et al., 2018). In brief, Velocyto was run in Python v3.6.3 using Samtools v1.8, cellranger-mm10-3.0.0 refdata, and masking repetitive elements to generate unspliced/spliced/ambiguous read count Loom file for each 10X cellranger preprocessed library. Seurat objects of myogenic clusters (.rds files) were converted in RStudio to loom files using LoomR. In a virtual environment, Velocyto Loom files were concatenated and merged with Seurat exported myogenic Loom in Scanpy. The scVelo pipeline was then used to perform log normalization and filtering. RNA velocity was then imputed using stochastic modeling. RNA velocities were projected on pre-computed UMAP embeddings and annotated clusters.

*RBP Engagement Scoring* was performed by first determining the raw unspliced reads for every gene at single-cell level using Veloctyo as above. Metadata containing raw reads counts and unspliced reads imputed using Veloctyo were exported from Scanpy anndata objects for single cells contained within myogenic clusters and were exported and reimported into RStudio (v.4.0.0). To calculate an RBP-RNA engagement score for a given RBP, CLIP target genes of a given RBP genes were subset and unspliced read counts and total RBP counts were normalized to total read counts in a given cell. Scoring then represents the fraction of normalized unspliced reads of target RNAs to normalized amounts of a given RBP. To extrapolate to a given cluster, scores were then summed across all cells in a given cluster and data was represented by the median of these scores for a given cluster of cells. Target genes were identified using publicly available eCLIP datasets for *Tardbp*.

*CIBERSORTx* of myogenic clusters was performed according to published workflows (Newman et al., 2019). In brief, a single-cell reference txt file was created from our Seurat processed single-cell RNA-seq dataset. A mixture file for bulk RNA-sequencing samples was created using TPM values extracted from StringTie serve as input. A single-cell reference txt matrix of cells organized by myogenic clusters was then used to train CIBERSORTx using default parameters (Supplementary file 3). Cell fractions were then imputed using 100 permutations for significance analysis.

### Immunofluorescence staining of tissue sections

TA muscles were dissected, fixed on ice for 2 hr with 4% paraformaldehyde, and then transferred to PBS with 30% sucrose at 4°C overnight. Muscle was mounted in O.C.T. (Tissue-Tek) and cryo-sectioned on a Leica cryostat to generate 10-μm-thick sections. Frozen tissues and sections were stored at –80°C. Prior to immunofluorescent staining, tissue sections were post-fixed in 4% paraformaldehyde for 10 min at room temperature (RT) and washed three times for 5 min in PBS. Staining with anti-Pax7, Laminin, and Hnrnpa2b1 antibodies required heat-induced epitope retrieval, which was performed by placing post-fixed slides in citrate buffer, pH 6.0, and subjected them to 6 min of high-pressure cooking in a Cuisinart model CPC-600 pressure cooker. For immunostaining, tissue sections were permeabilized with 0.25% Triton-X100 (Sigma) in PBS containing 2% bovine serum albumin (Sigma) for 60 min at RT. Incubation with primary antibody occurred at 4°C overnight followed by incubation with secondary antibody at RT for 1 hr. Primary antibodies included anti-Pax7 (Developmental Studies Hybridoma Bank, University of Iowa, USA) at 1:750, rabbit anti-laminin (Sigma-Aldrich) at 1:200, and a mouse anti-Hnrnpa2b1 (ab6102, Abcam) at 1:200. Alexa Fluor secondary antibodies (Molecular Probes) were used at a 1:1000 dilution. For analysis that included EdU detection, EdU staining was completed prior to antibody staining using the Click-iT EdU Alexa Fluor 488 detection kit (Molecular Probes) following the manufacturer’s protocols. Sections were incubated with 1 μg/ml DAPI for 10 min at RT then mounted in Mowiol supplemented with DABCO (Sigma-Aldrich) or ProLong Gold (Thermo) as an anti-fade agent. All microscopy images used for quantitation were taken of samples cultured, immunohistochemically stained, and imaged in parallel and under identical conditions to enable quantitative comparison.

### Cell culture and growth conditions

#### C2C12 myoblast cells

Immortalized murine myoblasts (American Type Culture Collection CRL-1772) were maintained on uncoated standard tissue culture plastic or gelatin-coated coverslips for imaging experiments at 37°C with 5% CO_2_ in Dulbecco's Modified Eagle Medium (DMEM) with 20% fetal bovine serum and 1% penicillin/streptomycin. To induce myoblast differentiation and fusion into myotubes, C2C12 myoblasts at 80% confluence were switched to DMEM media supplemented with 5% horse serum, 1% penicillin/streptomycin, and 1X Insulin-Transferrin-Selenium in DMEM. Cell lines were validated using RNA deep sequencing concurrent with certification provided by the manufacturer. Cells tested negative for mycoplasma contamination by the BioFrontiers cell culture core facility.

### *Hnrnpa2b1* CRISPR-Cas9 knockout and EdU incorporation

CRISPR-Cas9 knockout was performed in C2C12 myoblasts. Single-guide RNA (sgRNA) against *Hnrnpa2b1* (5′-GAGTCCGCGATGGAG) were designed using (crispr.mit.edu) and cloned into pSpCas9(BB)–2A-Puro (PX459). 

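The printed sgRNA sequence, GAGTCCGCGATGGAG, has 15 bases. In the 141767 mouse transcripts of the reference annotation it matched 8, all of *Hnrnpa2b1* and all on the sense strand. The match lies on chromosome 6 of GRCm38 from 51469671 to 51469685, on the minus strand that the gene is read from, and forms the last 15 bases of exon 1. It covers the start codon at 51469674 to 51469676, so it takes in the end of the 5′ untranslated region and the first coding bases. A transcript that retains intron 1 gives the genomic bases that follow. The match is directly followed by GTA, which is not the NGG that Cas9 from *Streptococcus pyogenes* requires beside its target. The site of 20 bases that begins with the printed sequence, GAGTCCGCGATGGAGGTAAC, runs from 51469666 to 51469685 into intron 1 and is followed by GGG. Another site of 20 bases that holds the printed sequence, TGAGTCCGCGATGGAGGTAA, runs from 51469667 to 51469686 and is followed by CGG. No whole genome sequence was searched, so matches outside transcripts are unknown.

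**Figure D4:**
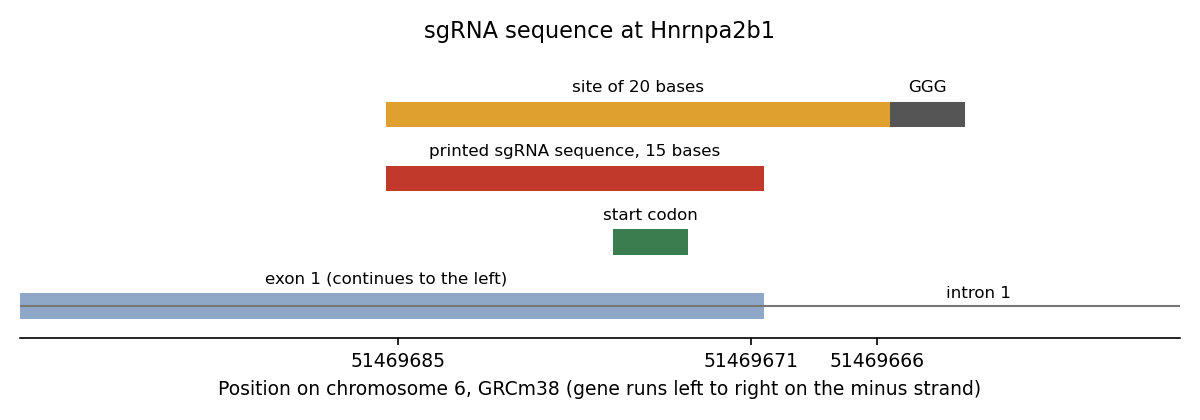
Position on chromosome 6 of GRCm38 (x axis) of the printed sgRNA sequence, the site of 20 bases with its GGG, the start codon, and exon 1 with intron 1 of *Hnrnpa2b1*, drawn in the direction of transcription. The printed sequence ends with exon 1 at 51469671, and the site of 20 bases ends in intron 1 at 51469666.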

C2C12 myoblasts were transfected with JetPrime using the manufacturer’s protocols. Myoblasts that integrated the CRISPR construct were selected with puromycin (1 µg/ml) for 1 week. Three independent myoblasts KO and WT clones were isolated using a cloning ring to selectively detach clonal populations via trypsinization. Clonal population KO was validated via immunofluorescence (IF) and Western blotting against *Hnrnpa2b1* with anti-Hnrnpa2b1 antibodies (ab6102 and ab31645). *EdU incorporation*: C2C12 myoblasts were incubated with 10 µM EdU (Life Technologies) for 3 hr. Cells were washed, fixed, and stained using the methods described below.

### Immunofluorescence staining of cells

C2C12 myoblast cells were washed with PBS in a laminar flow hood and fixed with 4% paraformaldehyde for 10 min at RT in a chemical hood. Cells were permeabilized with 0.25% Triton-X100 in PBS containing 2% bovine serum albumin (Sigma) for 1 hr at RT. Cells were incubated with primary antibody at 4°C overnight, then incubated with secondary antibody at RT for 1 hr. Primary antibodies included mouse anti-Hnrnpa2b1 (ab6102, Abcam) at 1:200, mouse-anti-myogenin (ab82843, Abcam), and a mouse anti-MHC MF-20 (Developmental Studies Hybridoma Bank, University of Iowa) at undiluted, ‘neat’ concentration. Alexa Fluor secondary antibodies (Molecular Probes) were used at a 1:1,000 dilution.

### Microscopy and image analyses

Images were captured on a Nikon inverted spinning disk confocal microscope. Objectives used on the Nikon were ×10/0.45 NA Plan Apo, ×20/0.75 NA Plan Apo, and ×40/0.95 Plan Apo. Confocal stacks were projected as maximum intensity images for each channel and merged into a single image. Brightness and contrast were adjusted for the entire image as necessary against secondary antibody-treated control immunofluorescent sections. Cellprofiler was used to quantify immunohistochemistry (IHC) and IF images using custom analysis pipelines unless otherwise stated.

### Western blotting of cell and tissue lysates

Western blot was performed according to standard protocols. Equal volumes (20 µl) of fractions were then resolved on a 4–12% Bis-Tris SDS-PAGE gel and transferred to a nitrocellulose membrane (Bio-Rad). Primary antibodies included mouse anti-Hnrnpa2b1 (1:200; ab6102, Abcam) and monoclonal rabbit anti-GAPDH (14C10) conjugated to HRP (1:2000; Cell Signaling, 3683S).

### *Hnrnpa2b1* eCLIP sequencing

C2C12 myoblasts were seeded at 6 × 10^6^ cells per 15 cm plate, grown 24 hr at 37°C, 5% CO_2_, and either harvested (undifferentiated myoblasts) or differentiated in differentiation media for 4 days. Hnrnpa2b1 eCLIP was performed according to established protocols (Nguyen et al., 2018; Van Nostrand et al., 2016). In brief, *Hnrnpa2b1*-RNA interactions were stabilized with UV crosslinking (254 nm, 150 mJ/cm^2^). Cell pellets were collected and snap-frozen in liquid N_2_. Cells were thawed, lysed in eCLIP lysis buffer (50 mM Tris-HCl pH 7.4, 100 mM NaCl, 1% NP-40, 0.1% SDS, 0.5% sodium deoxycholate, and 1× protease inhibitor), and sonicated (Bioruptor). Lysate was RNAse I (Ambion, 1:25) treated to fragment RNA. Protein-RNA complexes were immunoprecipitated using the rabbit polyclonal anti-Hnrnpa2b1 (ab31645, Abcam) antibody. One size-matched input (SMInput) library was generated per biological replicate using an identical procedure without immunoprecipitation. Stringent washes were performed as described, RNA was dephosphorylated (FastAP, Fermentas), T4 PNK (NEB), and a 3′ end RNA adaptor was ligated with T4 RNA ligase (NEB). Protein-RNA complexes were resolved on an SDS-PAGE gel, transferred to nitrocellulose membranes, and RNA was extracted from membrane. After RNA precipitation, RNA was reverse-transcribed using SuperScript IV (Thermo Fisher Scientific), free primer was removed, and a 3′ DNA adapter was ligated onto cDNA products with T4 RNA ligase (NEB). Libraries were PCR-amplified and dual-indexed (Illumina TruSeq HT). Pair-end sequencing was performed on Illumina NextSeq sequencer.

### eCLIP bioinformatic and statistical analysis

Read processing and cluster analysis for *Hnrnpa2b1* eCLIP were performed as previously described (Van Nostrand et al., 2016; Vogler et al., 2018). Briefly, 3′ barcodes and adapter sequences were removed using standard eCLIP scripts. Reads were trimmed, filtered for repetitive elements, and aligned to the mm9 reference sequence using STAR. PCR duplicate reads were removed based on the read start positions and randomer sequence. Bigwig files for genome browser display were generated based on the location of the second paired-end reads. Peaks were identified using the encode_branch version of CLIPPER using the parameter ‘-s mm9.’ Peaks were normalized against size-matched input by calculating fold enrichment of reads in IP versus input and were designated as significant if the number of reads in the IP sample was greater than in the input sample, with a Bonferroni corrected Fisher’s exact p-value<10^–8^.

### RNA-sequencing library preparation and sequencing

C2C12 *Hnrnpa2b1*-WT and KO myoblasts were seeded at 6 × 10^6^ cells per 15 cm plate, grown for 24 hr at 37°C, 5% CO_2_, and differentiated via serum withdrawal and ITS supplementation for 2 days. Differentiated C2C12 myoblasts and myotubes were washed with PBS in a laminar flow hood and scraped from the tissue culture plate. Total RNA was extracted using a QIAGEN RNeasy Plus Mini Kit, following the manufacturer’s instructions. Isolated RNA quality was assessed by the CU Boulder BioFrontiers Next-Gen Sequencing core facility using an Agilent tape station. Isolated RNA was sent to the University of Colorado Cancer Center Genomics and Microarray Core for ‘Ribominus’ Ribosomal RNA depletion, NGS library preparation, and total RNA sequencing.

### RNA-sequencing informatics

All RNA-sequencing data preprocessing was carried using standardized Nextflow RNA-sequencing (nf-core/rnaseq) with STAR alignment (genome GRCm39), transcriptome mapping with Salmon, and in silico ribosomal depletion using SortMeRNA. Differential gene expression was performed on feature counts tables using DESeq2 (Love et al., 2014). RNA splicing analysis was performed using LeafCutter (Li et al., 2018).

#### CLIP/splicing cluster analysis

The locations of splicing clusters generated using LeafCutter and *Hnrnpa2b1* eCLIP peaks from myotubes were each compared against genes in the mm10 refGene table from the UCSC Genome Browser to determine the number of clusters or peaks overlapping each gene. The overlap of each cluster or peak was then subdivided into coverage of either UTR or segments of the gene, divided into percentiles along the gene. These were normalized and plotted against each other using R and ggplot2.

#### Relative distance

Relative distance between splicing clusters generated using LeafCutter and *Hnrnpa2b1* eCLIP peaks from myotubes were generated using the bedtools reldist command, using eCLIP peaks as the first input, and splicing clusters in genes with eCLIP peaks as the second input (Favorov et al., 2012).

#### QAPA poly-A analysis

As previously described, RNA-sequencing reads were trimmed, in silico ribodepleted, and reads were mapped to an mm10 3′UTR annotation file using Salmon v0.13.1. Quantification of alternative polyadenylation (QAPA) was then used to estimate relative alternative 3′UTR isoform usage (Ha et al., 2018). Lengthening or shortening of a gene’s poly(A) tail was determined by first calculating a proximal poly(A) site usage (PPAU) defined as the percentage of reads mapping to the most proximal poly(A) site relative to reads mapping to the whole 3′UTR. ΔPPAU was then calculated as the median PPAU *Hnrnpa2b1* KO – median PPAU WT (three replicates per condition). A gene with a ΔPPAU >20 was defined as having a shortened poly(A) tail, and a gene with a ΔPPAU < –20 was defined as having a lengthened poly(A) tail.

### *Hnrnpa2b1* immunoprecipitation and qRT-PCR

C2C12 *Hnrnpa2b1*-WT and KO myoblasts were seeded at 6 × 10^6^ cells per 15 cm plate, grown 24 hr at 37°C, 5% CO_2_, and harvested as undifferentiated myoblasts. Myoblasts were lysed in a CHAPS-based buffer and pre-cleared using protein-A bound Dynabeads (Thermo, 10001D). Pre-cleared cell lysates were incubated with rabbit polyclonal anti-Hnrnpa2b1 antibody (ab31645, Abcam). Antibody-bound *Hnrnpa2b1* was bound to protein-A Dynabeads overnight and magnetically isolated from the whole-cell lysate. *Hnrnpa2b1*-bound RNA was isolated from the Dynabead-Antibody-Hnrnpa2b1 complex via TRIZol RNA purification. cDNA libraries were created from purified RNA via oligo-DT priming and SuperScriptIII-enzyme reverse transcription. cDNA libraries were probed against *Hnrnpa2b1*-eCLIP hits chosen as a subset of the significantly enriched Gene Ontology terms via quantitative, real-time PCR (qRT-PCR). Primers used target *Gapdh, Hnrnpa2b1, Prpf19, Snrnp70, Sfpq, Mbnl1, Hnrnpa3,* and *Mef2a*. (Primer sequence is given in Supplementary file 1.) qRT-PCR was performed using SYBR-Green qRT-PCR reagent (Bio-Rad), and fluorescent emission was measured using a Bio-Rad CFX384 Real-Time PCR Detection system.

## Data Availability

Sequencing data is publicly available (SRA accession: PRJNA717101, GEO accession: GSE152467, GSE106553). The following datasets were generated: WheelerJR WhitneyO OlwinB ParkerR 2020Hnrnpa21 regulates myogenic fate plasticityNCBI Gene Expression OmnibusGSE152467 WheelerJR WhitneyO OlwinB ParkerR 2021RNA-Binding Proteins Direct Myogenic Cell Fate DecisionsNCBI BioProjectPRJNA71710110.7554/eLife.75844PMC919189435695839 NguyenED WheelerJR VoglerTO JohnsonAM 2022RNA-binding proteins direct myogenic cell fate decisionsNCBI Gene Expression OmnibusGSE10655310.7554/eLife.75844PMC919189435695839 The following previously published datasets were used: TrapnellC WilliamsBA PerteaG MortazaviA KwanG van BarenMJ SalzbergSL WoldBJ PachterL 2010Transcript assembly and abundance estimation from RNA-Seq reveals thousands of new transcripts and switching among isoformsNCBI Gene Expression OmnibusGSE2084610.1038/nbt.1621PMC314604320436464 SinghRK XiaZ BlandCS KalsotraA RuddyM CurkT UleJ LiW CooperTA 2014Rbfox2-coordinated alternative splicing of Mef2d and Rock2 controls myoblast fusion during myogenesisNCBI Gene Expression OmnibusGSE5892810.1016/j.molcel.2014.06.035PMC414207425087874 ThomasJD BardhiO AslamFN SznajderLJ 2017Disrupted prenatal RNA processing and myogenesis in congenital myotonic dystrophyNCBI Gene Expression OmnibusGSE9780610.1101/gad.300590.117PMC553843528698297

# Supplementary material for: RNA-binding proteins direct myogenic cell fate decisions
**Source:** eLife. 2022 Jun 13;11:e75844. doi: 10.7554/eLife.75844

Myoblast 1:25 RNase dilution

Myoblast 1:2 RNase dilution

Myotube 1:25 RNase dilution

Myotube 1:2 RNase dilution

Myoblast IgG

Myotube IgG

170 kD —  
130 kD —  
93 kD —  
70 kD —  
53 kD —  
41 kD —  
30 kD —  
22 kD —  
14 kD —

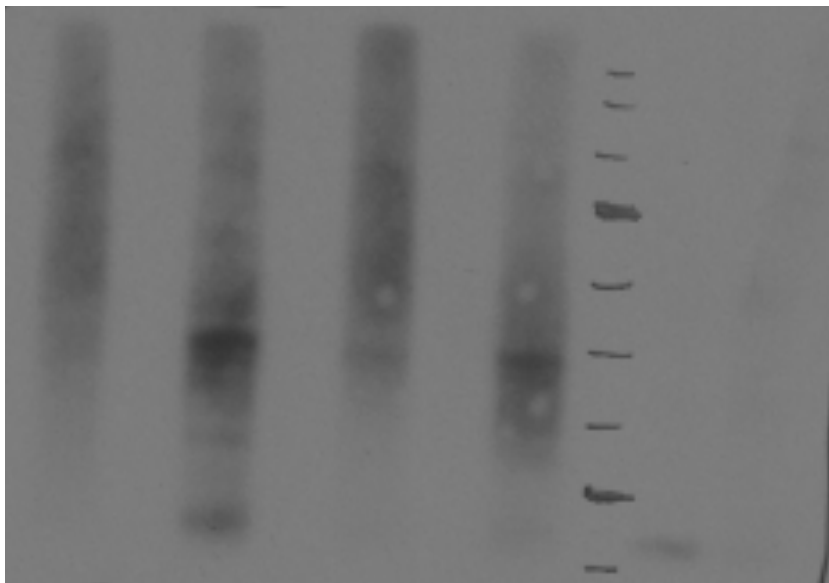

**Supplement:** Figure 6—figure supplement 1—source data 1. — (A) Raw and annotated blot of autoradiogram of 32P-labeled Hnrnpa2b1 RNA–RNA complexes fractionated by PAGE (B) and (C) immunoprecipitation of Hnrnpa2b1 RNA complexes used for enhanced UV crosslinking and immunoprecipitation (eCLIP) in C2C12 myoblasts or myotubes (n = 2 biologically independent samples).

# Supplementary material for: RNA-binding proteins direct myogenic cell fate decisions
**Source:** eLife. 2022 Jun 13;11:e75844. doi: 10.7554/eLife.75844
**Supplement:** Figure 6—figure supplement 1—source data 1. — (A) Raw and annotated blot of autoradiogram of 32P-labeled Hnrnpa2b1 RNA–RNA complexes fractionated by PAGE (B) and (C) immunoprecipitation of Hnrnpa2b1 RNA complexes used for enhanced UV crosslinking and immunoprecipitation (eCLIP) in C2C12 myoblasts or myotubes (n = 2 biologically independent samples).

NX-input (0.1%)  
IgG-input (1%)  
IgG-beads (15%)  
NX-input (1%)  
NX-beads (20%)  
M-X protein ladder  
A-IP (20%)  
A-input (1%)  
B-IP (20%)  
B-input (1%)

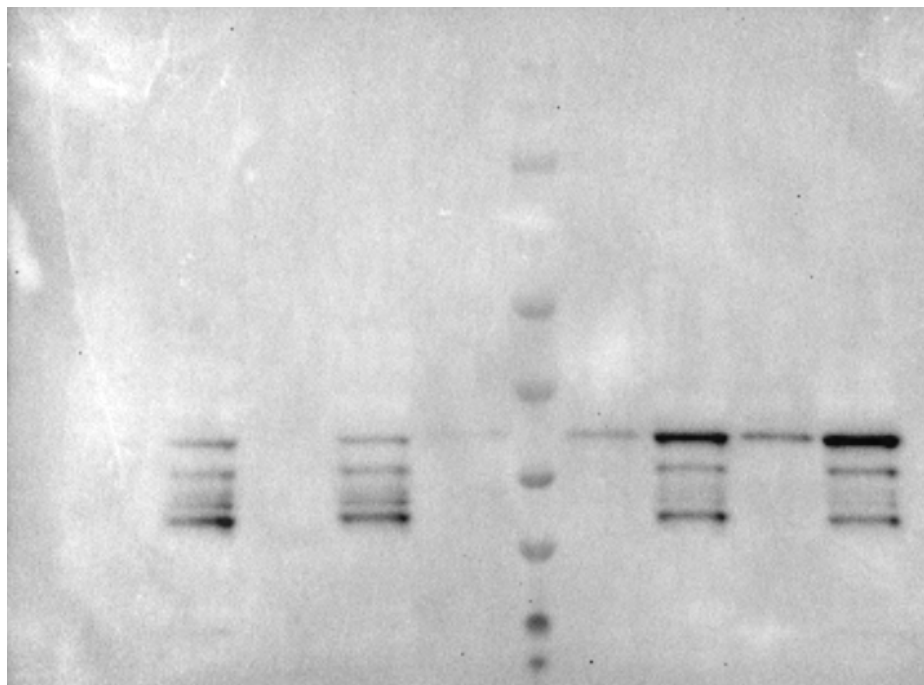

— 170 kD  
— 130 kD  
— 93 kD  
— 79 kD (pink)  
— 53 kD  
— 41 kD  
— hnRNP A2B1 (35 kD)  
— 30 kD  
— 22 kD (green)  
— 14 kD  
— 9 kD

# Supplementary material for: RNA-binding proteins direct myogenic cell fate decisions
**Source:** eLife. 2022 Jun 13;11:e75844. doi: 10.7554/eLife.75844

NX-input (0.1%)  
IgG-input (1%)  
IgG beads (1%)  
NX-input (1%)  
NX-beads (20%)  
M-X protein ladder  
A-IP (20%)  
A-input (1%)  
B-IP (20%)  
B-input (1%)

— 130 kD  
— 93 kD  
— 79 kD (pink)  
— 53 kD  
— 41 kD  
— hnRNP A2B1 (35 kD)  
— 30 kD  
— 22 kD (green)  
— 14 kD  
— 9 kD

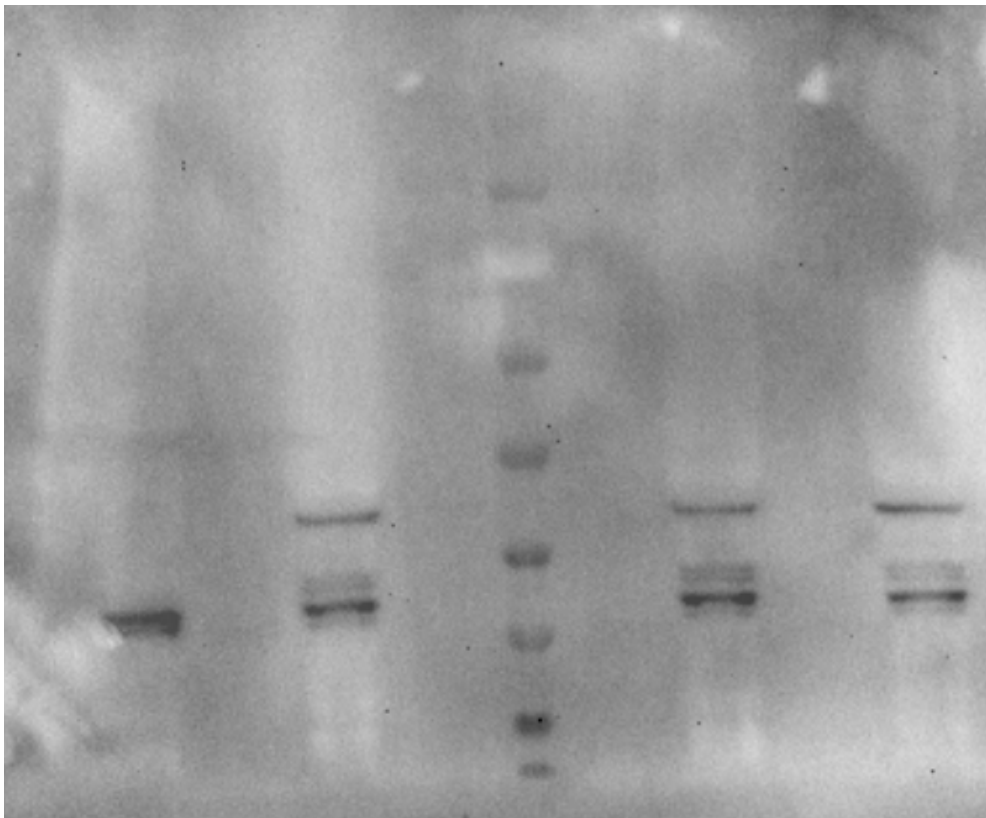

**Supplement:** Figure 6—figure supplement 1—source data 1. — (A) Raw and annotated blot of autoradiogram of 32P-labeled Hnrnpa2b1 RNA–RNA complexes fractionated by PAGE (B) and (C) immunoprecipitation of Hnrnpa2b1 RNA complexes used for enhanced UV crosslinking and immunoprecipitation (eCLIP) in C2C12 myoblasts or myotubes (n = 2 biologically independent samples).

How the deposited data were processed for this re-analysis (not part of the article)

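RNA was sequenced from *Hnrnpa2b1* KO and WT C2C12 cells after 48 hr of differentiation, in 3 libraries of each genotype. The authors aligned the reads with STAR, counted them on genes and deposited the raw counts of all 6 libraries, with no normalization. They also deposited StringTie values for each library, of which the TPM values were used, and TPM values that shared a gene identifier within a library were summed. All 6 columns of counts were used and 0 were left unused. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The counter's version, the annotation release and the use of strand are not named in the paper's text.

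The comparison of KO with WT, the tests, the named genes, the muscle and cell cycle lists and the alternatives were chosen before the data were examined, except where the text says otherwise. Counts were scaled with edgeR's TMM factors, filtered with filterByExpr under a design with the genotype alone, and tested with the two-sided quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Of 46078 genes listed, 30252 had a count in any library and 14828 were tested. At an unadjusted p-value under 0.05, 5781 genes differed. The TMM factors lay between 0.949 and 1.08. With at least 33605258 counts in each library, the spread between replicates exceeded counting noise: the chi-square per degree of freedom was 46.6 to 171 between libraries of the same genotype, and no library repeated another. A count of at most 3 was treated as the limit of what a library can show.

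The named genes were 19 genes that the paper names or shows for these cells, and the 5 largest rises and 5 largest falls among genes past the threshold with a mean log2 CPM of at least 5, a symbol other than a predicted-gene name, and KO and WT libraries that did not overlap. The gene lists were sarcomere genes, early differentiation genes, cell cycle genes, genes with eCLIP peaks in myotubes (Supplementary file 2), genes of RNA-binding proteins (Supplementary file 6) and other genes of the hnRNP family. Each list was tested two-sided against all other tested genes with limma's camera on log2 CPM with a preset correlation of 0.01, and again with an estimated correlation and with fry. TPM values were tested with limma on log2(TPM + 1). Single genes were also compared with exact permutation tests of 3 libraries against 3, whose smallest p is 0.1, so that they cannot pass 0.05.

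Alternatives to the tool, the scaling, the filter on low counts, the input, the pseudocount (0.1 in place of 1), the set test and the libraries included were run one at a time. DESeq2 on genes with at least 10 counts in total, and edgeR with the median change of each region of 10 Mb removed as an offset, were added after the data had been seen. Fold changes were also summarised by chromosome and in 245 regions of 10 Mb with at least 15 tested genes, relative to the median of all genes, and compared with 10000 shuffles of the genes along the chromosomes. The trend of fold change with GC content, transcript length and expression level was removed by loess where stated, and 99.6% of the placed genes had a length and GC content.

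The steps were tested on simulated data with the same library sizes. Of 198 changed genes that passed the filter, edgeR recovered 91.4%, with 11 calls of unchanged genes among 14917 tested. DESeq2 recovered 94.0% of 200 with 48 such calls, and limma 96.0% of 176 with 10. With no gene changed, edgeR made 0 calls among 14921. The simulated changes of single genes were all larger than 2-fold, and the spread was the same in both genotypes. Smaller changes, which many called genes have, and the wider spread of the KO libraries were not tested. Camera gave a p of 2.34e-33 in simulated libraries for a list of 48 genes shifted by −0.80 and 0.838 for an unshifted list of 50 (limma). Genes were simulated independently of each other, so this cannot show how camera does on correlated genes. In the data the estimated correlation was 0.699 among the sarcomere genes and 0.638 among the cell cycle genes. A chromosome shifted by 0.40 over 1000 genes was read back as 0.40, and as −0.0016 after the regional offsets.

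Splicing, the eCLIP reads, the single-cell data, the images and the CIBERSORTx imputation were not analysed here. Supplementary tables held in part were used for no overlap or set test.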

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

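Every test in this part was chosen only after the result was seen.

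The paper does not report changes by chromosome. Genes of chromosome 12 were higher in KO, with a median log2 fold change of 0.35 relative to all genes over 483 tested genes, of which 73.3% were higher. The median was 0.39 in KO1, 0.33 in KO2 and 0.38 in KO3, and at most 0.02 from the WT mean in any WT library. It was the largest shift of a chromosome, and the test of its genes passed with a preset correlation, with an estimated correlation and with fry (camera adjusted p = 3.92e-07 and 0.0215, fry adjusted p = 0.000403, over 20 chromosomes). Shuffling genes along the chromosomes gave an adjusted p of 0.000333, from a permutation p of 0.0001, the smallest that 10000 shuffles can give. Removing the trend with GC content, transcript length and expression level left the median of chromosome 12 at 0.36. Regulation of a few genes would leave the share of genes that were higher near that of other chromosomes, but the 73.3% on chromosome 12 compares with 49.2% of 14317 genes on all other chromosomes. Regulation of many genes along the chromosome stays open. In all 11 regions of chromosome 12 every KO library was higher. The medians were 0.47, 0.37 and 0.31 from the lowest-expressed to the highest-expressed genes, in 3 groups. On the other chromosomes they were 0.19, 0.01 and −0.14. More copies of the chromosome in the KO cells, or fewer in the WT cells, would give this. DNA was not measured, so a change of copies is a hypothesis. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave a median as large, and 10 splits cannot give a share under 0.05. The knockout itself and a shared ancestry of the KO clones cannot be told apart, because all KO libraries carry the knockout. The paper calls its clones independent and does not state which clone gave each library. All shifts are relative to the WT mean, so a change shared by the WT clones would look the same. Medians of the 245 regions correlated between KO libraries with separate WT controls at a Pearson's r of 0.579 or more across regions, which are not independent replicates. KO clones of shared origin, WT clones of shared origin and an effect of the knockout would each give this.

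Smaller stretches also moved together. Among stretches of 10 Mb with at least 50 genes, a pair had medians of 0.5 or more in size with every KO library on the same side, a limit chosen after the values were seen. On chromosome 2 from 160 to 170 Mb the median of 89 genes was 0.51 (0.44, 0.41 and 0.43 in KO1 to KO3), and on chromosome 8 from 80 to 90 Mb the median of 102 genes was 0.58 (0.62, 0.62 and 0.51). In the WT libraries no region's median moved by more than 0.16. After removal of the trend with GC content, transcript length and expression level the medians were 0.43 on chromosome 2 and 0.73 on chromosome 8. In these stretches 76.4% of the 89 and 80.4% of the 102 genes were higher. Stretches chosen for a high median must have most genes higher, so these shares are no separate test against a few regulated genes. Regulation of many genes along each stretch stays open. The stretch on chromosome 2 went on to the end of the chromosome (0.37 from 170 to 180 Mb). That on chromosome 8 also went on, with a median of 0.36 over 59 genes from 90 to 100 Mb and every KO library higher. Before it lay a stretch with a median of −0.24 from 70 to 80 Mb. In all, 43 of 245 regions shifted past the shuffles with every KO library on the same side, 22 higher and 21 lower, and held 20.9% of the placed genes and 26.2% of the differentially expressed ones. The lowest medians were in stretches with fewer genes, −0.78 over 19 genes on chromosome 10 from 100 to 110 Mb and −0.75 over 16 genes on chromosome 3 from 40 to 50 Mb. On chromosome 11 the 658 genes up to 80 Mb had a median of −0.28 and the 553 genes beyond it 0.04. Chromosome 9, with a median of −0.22 and every KO library lower, passed with the preset correlation and fry (adjusted p = 0.00344 and 0.0171) and not with the estimated correlation (0.446). A gain or loss of DNA in these stretches may explain them and was not tested on DNA. The knockout and the origin of the clones stay open here too.

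In 7 genes, chosen after their values were seen, every library of a genotype had at most 3 counts and every library of the other at least 100. The folds given set the mean CPM of the counted genotype against 3 counts in the other, so a single library can lie below them. *Scara3* was at least 295-fold higher in KO, *Mal* at least 75.7-fold, *Megf6* at least 332-fold (211-fold without KO3) and *Arap2* at least 118-fold. The counts of *Megf6* were uneven, at 171, 1479 and 2148 in KO1 to KO3. *Nkain2* was at least 140-fold lower in KO, *Rorb* at least 192-fold and *Itga4* at least 46.1-fold. The paper's text does not name them, and Supplementary file 3, held here in part, lists *Nkain2*. Reads lost or added in counting would leave the TPM values in both genotypes, but the highest TPM in the genotype without counts was 0.0121 and the lowest in the other was 0.256. A loss of every copy of a stretch that takes in the nearest tested genes was excluded for *Nkain2* and *Rorb*, since 0 of the 4 nearest of each had at most 3 counts in every KO library. For *Itga4* this held for 1 of its 4 nearest genes, and such a loss cannot be told apart from silencing. The median log2 fold change of the 4 nearest genes was −1.38 for *Nkain2* (1 called lower), −0.01 for *Rorb* (1 called higher and 1 lower) and −0.75 for *Itga4* (1 called lower), so a loss of some copies around these genes stays open. *Scara3*, *Megf6*, *Nkain2* and *Rorb* lie in regions with shifted medians (0.26, 0.22, −0.39 and −0.33), which are far smaller than the changes of these genes. A loss within the genes themselves, a change of regulation by the knockout, and a state that the clones inherited remain open and were not tested.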

How the results depend on the processing

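The alternatives with regional offsets and with DESeq2 on genes with at least 10 counts in total were chosen only after the results were seen. The cause of a change named here was not tested unless stated.

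Against 3361 differentially expressed genes, DESeq2 gave 4149 (3245 shared), RLE scaling 3383, upper-quartile scaling 3423, no count filter 4538 (3045 shared), at least 10 counts in every library 3061, and regional offsets 3013 (2564 shared). The fits that each left out a library gave 933 to 4712 genes, 460 to 2381 higher and 473 to 2331 lower, with 933 without WT1, 1288 without WT3, 2088 without KO3 and 2100 without WT2. Without KO1, the KO library farthest from the other KO libraries, there were 4712. Limma on log2(TPM + 1) called 2366 genes, 989 of them higher, and on log2(TPM + 0.1) 2114 genes, 937 of them higher. The share of called genes that were higher was 53.4% in edgeR and 41.8% and 44.3% in those fits, which tested 11691 genes. KO and WT libraries with the same replicate number were no more alike than others (r of their deviations 0.137, −0.116 and 0.00413, against −0.335 to 0.280 between different numbers), so no pairing by number was seen, and the fit with replicate number as a block gave 2520 genes (2373 shared).

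The median of the sarcomere genes was negative in every alternative, from −1.28 to −0.59 over the fits without a library, and −0.78 in the tests with an estimated correlation (camera, unadjusted p-value 0.378) and with fry (0.108), which do not assume a small correlation between genes. The cell cycle genes stayed positive, at 0.32 in the same tests (0.542 and 0.238) and 0.22 to 0.56 over the fits without a library, where the call was lost without KO2 (0.22) and, once adjusted over the 6 lists, also without KO3 (0.25, adjusted p = 0.0657 from limma's camera). The early differentiation genes lay between −0.34 and −0.064, and passed the threshold without KO1 (−0.34). The median of the eCLIP target genes, near 0, turned to 0.035 under upper-quartile scaling and 0.010 with at least 10 counts in every library, and ranged from −0.073 to 0.062 without a library. The medians of the RNA-binding protein and hnRNP genes kept their direction and stayed short of the threshold in these alternatives. Removal of the trend with GC content, transcript length and expression level, applied to the lists, chromosomes and regions, moved the hnRNP genes under an unadjusted 0.05 (0.30, camera p-value 0.0444, and 0.0841 adjusted over 6 lists).

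For TPM, a pseudocount of 0.1 gave 1.44 for *Pax7* and −3.23 for *Tcap*, both still called, since a pseudocount of 1 is large against these TPM values. Removing the filter left *Pax7* at 0.92 (adjusted p = 0.0853) and *Tcap* at −2.49 (0.0690), with 27302 genes tested. Without a library *Pax7* lay between 0.74 and 1.02, its call lost without WT1, and *Myog* between −0.089 and 0.15. The biological coefficient of variation was 0.272 to 0.347 in KO and 0.114 to 0.193 in WT without a library, lowest without KO1 and without WT2.

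*Hnrnpa2b1* was lower in KO in every alternative and never passed the threshold. Genes with a change near 0 reversed: *Pabpn1* to 0.19 and 0.20 in limma on log2(TPM + 1) and log2(TPM + 0.1), and to 0.027 from −0.39 over the fits without a library; *Mbnl1* to 0.026 under upper-quartile scaling and 0.0013 with at least 10 counts in every library, and from −0.12 to 0.053 without a library; *Mef2a* to 0.027 and 0.0053 in the same alternatives, 0.11 with regional offsets, and from −0.22 to 0.093 without a library; *Myog* from −0.099 to 0.26 without a library; and *Tardbp* to −0.11 with regional offsets, which take out the shift of its region. Among the other values of named genes 38 were weaker and 1 was stronger (*Hnrnpdl*, −0.57 with regional offsets). *Sfrp2* had no value with at least 10 counts in every library, which WT2 does not reach.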

Differences from the paper's values

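No test in this part was chosen only after the result was seen, apart from the filter of at least 10 counts in total.

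The values compared were the number of genes in the paper's table and its log2 ratios of *Myl1* and *Myog*, and none of these differed once on the same scale. Values for splicing were not compared. The paper's Supplementary file 3 holds log2 ratios of WT over KO, the opposite direction to the log2 fold changes used here: all 1999 genes held of its 19815 had the opposite sign in DESeq2 with at least 10 counts in total, with an r of −0.99994 across genes. On the paper's scale *Myl1* was 2.39 here in edgeR against the paper's 2.41 (the paper's standard error 0.803), and *Myog* was −0.06 against the paper's −0.04 (the paper's standard error 0.236). Without KO1, an alternative set before the data were examined, *Myog* on that scale had the opposite sign, at 0.10, and *Myl1* was 3.47, farther from the paper's value than the paper's standard error. Without WT3 *Myog* was 0.026. The other alternatives set before the data were examined showed no such difference.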

Other observations

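The tests of explanations in this part were chosen only after the result was seen.

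Of the 19 tested genes that the paper names or shows, 8 were differentially expressed, and 8 were when adjusted over the list alone. *Hnrnpa1* (0.81), *Pax7* (1.52), *Sfpq* (0.76) and *Hnrnpa3* (0.58) were higher in KO, and *Tcap* (−3.39), *Myl1* (−2.39), *Gapdh* (−0.73) and *Prpf19* (−1.04) were lower. Reads of *Hnrnpa1* can be shared with its paralogs and pseudogenes, and its adjusted p of 0.0268 rose to 0.107 without WT1, in a range from 0.00158 to 0.107 over the alternatives. *Hnrnpa1*, *Sfpq* and *Hnrnpa3* were not called on TPM values (adjusted p = 0.0502, 0.262 and 0.765 from limma on log2(TPM + 1), with ranges for *Sfpq* and *Hnrnpa3* of 0.00112 to 0.295 and 0.0188 to 0.780 over the alternatives), and the calls of all 8 except *Tcap* were lost without WT1 (*Gapdh* 0.196, *Prpf19* 0.0614, *Pax7* 0.0612, *Myl1* 0.102, *Sfpq* 0.164, *Hnrnpa3* 0.176). For *Gapdh*, *Prpf19*, *Pax7* and *Myl1* these were the highest values over the alternatives set beforehand, and the lowest were 0.00603, 6.60e-06, 9.08e-08 and 4.05e-13. The remaining genes were not called: *Hnrnpa2b1* (−0.23), *Hnrnpdl* (−0.36), *Tardbp* (0.13), *Tia1* (0.34), *Pabpn1* (−0.18), *Mbnl1* (−0.01), *Mbnl2* (−0.36), *Rbfox2* (−0.22), *Myog* (0.06), *Snrnp70* (−0.10) and *Mef2a* (−0.01). *Hnrnpdl*, *Tardbp* and *Prpf19* lie in shifted regions, with medians of 0.26, 0.25 and −0.33.

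Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many differentially expressed genes on counts, and the other 9 gave 0 each. On TPM values 1 of the 10 gave as many, and the others gave 0 to 2. For the set tests of camera, 4 of the 10 splits gave as small a p for the sarcomere genes, 5 for the early differentiation genes, 5 for the cell cycle genes, 8 for the eCLIP target genes, 7 for the RNA-binding protein genes and 7 for the hnRNP genes. Splits of 3 against 3 cannot give a share under 0.05. For the sarcomere genes the smaller p-values came from the 3 splits that group KO1 with a pair of WT libraries (unadjusted camera p-values of 1.15e-11, 1.15e-22 and 3.89e-16).

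The trend with GC content, transcript length and expression level was also removed from the sarcomere genes. Their median was −0.81 with the trend removed from each library, and −0.66 with it removed from the fold changes. With regional offsets the median was −0.81. These medians argue against sequence bias and shifted regions as the whole cause of the lower median. Limma's camera with its preset correlation gave an unadjusted p-value of 1.28e-05 after the trend was removed from each library. That p decides nothing, since camera gave as small a p in 4 of the 10 splits before the removal. An effect of the knockout is the biological explanation that the design offers. It stays a hypothesis, since KO1 stood near WT in these genes and the clones may differ in other ways.

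KO1 was not a mislabelled WT library. Of the 4712 genes called without it, 4577 were also tested with all 6 libraries, and at these KO1 was nearer KO2 and KO3 than WT in 64.0%, whereas a WT library left out in the same way was nearer KO in 0.108% to 11.1% of the genes chosen alike (924 of 933 for WT1, 2062 of 2100 for WT2 and 1281 of 1288 for WT3). WT cells or RNA in KO1 at one large share were also argued against: at 9 genes with at least 100 counts in every WT library and at most 3 in KO2 and KO3, KO1 stood at a median of 3.83% of the WT level. The highest was 23.4%, in *Lrrn1*, and 3 of the 9 had at most 3 counts in KO1. Why KO1 differs in the sarcomere genes stays open, and no biological explanation within the KO libraries was tested.

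The biological coefficient of variation was 0.325 among the KO libraries and 0.170 among the WT libraries (edgeR, 14828 genes). KO1 alone does not account for the wider spread, since it was 0.272 without KO1, above the highest WT value with a library left out, 0.193. The difference was not tested beyond this.

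The paper's counts of proliferating cells concern myoblasts, which are not analysed here. In the differentiating cells the median of 42 cell cycle genes was 0.32, with 37 higher in KO and 7 called, all higher, of which 4 were called when adjusted over the list alone (camera adjusted p = 0.0104 over 6 lists). The median from the WT mean was −0.25 in KO1, 0.65 in KO2 and 0.54 in KO3, against −0.13, −0.09 and 0.19 in WT1 to WT3. An exact two-sided permutation test on each library's mean log2 CPM over the list, not on these medians, gave p = 0.3. The call was lost without KO2 (0.22, adjusted p = 0.408) and without KO3 (0.25, adjusted p = 0.0657), in a range from 4.11e-07 to 0.825 over the alternatives. With the trend of GC content, transcript length and expression level removed, the median was 0.34, so this trend is not the whole cause of the higher median. Limma's camera with its preset correlation then gave an unadjusted p-value of 0.00725. That p decides nothing, since camera gave as small a p in 5 of the 10 splits before the removal. The knockout and the state of each clone remain open.

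The other lists did not pass the test. The median was −0.0043 over 131 of 137 genes with eCLIP peaks in myotubes (13 called higher and 15 lower, 27 called when adjusted over the list alone, camera adjusted p = 0.596), 0.07 over 387 of 396 genes of RNA-binding proteins (51 higher and 32 lower, 81 when adjusted over the list alone, camera adjusted p = 0.497) and 0.22 over 19 genes of the hnRNP family (camera adjusted p = 0.497). In the hnRNP family *Hnrnpa1*, *Hnrnpa3*, *Hnrnpm* (0.90) and *Hnrnpd* (0.95) were called higher and *Hnrnpul2* (−0.50) lower, with 7 called when adjusted over the list alone. *Hnrnpm*, *Hnrnpd* and *Hnrnpul2* were chosen after their values were seen. With the trend of GC content, transcript length and expression level removed, the medians were 0.30 for the hnRNP genes, 0.12 for the RNA-binding protein genes, 0.095 for the eCLIP target genes and −0.089 for the early differentiation genes. The unadjusted camera p-values were 0.0444, 0.0560, 0.241 and 0.606, and the smallest adjusted value of these lists was 0.0841 over the 6 lists.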
